# DAF-16 and SMK-1 Contribute to Innate Immunity During Adulthood in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.120.401166

**Published:** 2020-03-11

**Authors:** Daniel R. McHugh, Elena Koumis, Paul Jacob, Jennifer Goldfarb, Michelle Schlaubitz-Garcia, Safae Bennani, Paul Regan, Prem Patel, Matthew J. Youngman

**Keywords:** *C. elegans*, innate immunity, aging, DAF-16, SMK-1

## Abstract

Aging is accompanied by a progressive decline in immune function termed “immunosenescence”. Deficient surveillance coupled with the impaired function of immune cells compromises host defense in older animals. The dynamic activity of regulatory modules that control immunity appears to underlie age-dependent modifications to the immune system. In the roundworm *Caenorhabditis elegans* levels of PMK-1 p38 MAP kinase diminish over time, reducing the expression of immune effectors that clear bacterial pathogens. Along with the PMK-1 pathway, innate immunity in *C. elegans* is regulated by the insulin signaling pathway. Here we asked whether DAF-16, a Forkhead box (FOXO) transcription factor whose activity is inhibited by insulin signaling, plays a role in host defense later in life. While in younger *C. elegans* DAF-16 is inactive unless stimulated by environmental insults, we found that even in the absence of acute stress the transcriptional activity of DAF-16 increases in an age-dependent manner. Beginning in the reproductive phase of adulthood, DAF-16 upregulates a subset of its transcriptional targets, including genes required to kill ingested microbes. Accordingly, DAF-16 has little to no role in larval immunity, but functions specifically during adulthood to confer resistance to bacterial pathogens. We found that DAF-16-mediated immunity in adults requires SMK-1, a regulatory subunit of the PP4 protein phosphatase complex. Our data suggest that as the function of one branch of the innate immune system of *C. elegans* (PMK-1) declines over time, DAF-16-mediated immunity ramps up to become the predominant means of protecting adults from infection, thus reconfiguring immunity later in life.

The age-dependent decline in immune function, known as immunosenescence, severely restricts an organism’s ability to defend itself against infectious agents, leading to an enhanced susceptibility to pathogens later in life. In humans and other vertebrate species, the most distinctive features of immunosenescence are those that affect adaptive immunity, and T cells in particular. Aging is accompanied by involution of the thymus, and the T cell pool comes to be dominated by memory cells, leaving relatively little space to be occupied by naïve cells that provide protection from newly encountered pathogens (Franceschi *et al.* 2000). Immunosenescence is also characterized by a weakened innate immune response, as revealed by studies of individual types of leukocytes. For example, neutrophils from older animals exhibit reduced chemotaxis (Brubaker *et al.* 2013). In addition, older dendritic cells have a diminished capacity to phagocytose and present antigens, thus reducing T cell priming (Chougnet *et al.* 2015). While many of the hallmarks of immunosenescence have been described, less is understood about potential age-dependent changes at the molecular level in the underlying regulatory pathways that govern host defense. Since cross-talk between pathways facilitating communication between multiple cell types adds to the complexity of this problem, studies to address it at a more fundamental level have benefited from experimental systems such as worms and flies that lack the confounding effects of a bipartite immune system.

Invertebrates retain several components of innate immunity, demonstrating that key elements of immune protection are evolutionarily conserved. Circulating hemocytes with the ability to either sequester, engulf, or poison pathogens are part of the defense arsenal of coelomate metazoans, including the fruitfly, *Drosophila melanogaster* (reviewed in Melillo *et al.* 2018). Other invertebrates, such as the roundworm *Caenorhabditis elegans*, lack true circulating immune cells and instead have an even simpler, more ancient immune system. While the means by which worms detect and distinguish between microbes is still unclear, exposure to pathogens triggers a humoral response involving the production of antimicrobial peptides (AMPs) (Dierking *et al.* 2016). AMPs are predicted to be secreted by intestinal epithelial cells in a manner that is reminiscent of mucosal immunity in other species. The expression of AMPs and other proteins important for responding to acute infection in *C. elegans* is regulated by three evolutionarily conserved signaling pathways: the TGF-β pathway (Zugasti and Ewbank 2009), the PMK-1 p38 MAPK pathway (Kim *et al.* 2002), and the insulin signaling pathway (Garsin *et al.* 2003), each of which has been shown to modulate the function of immune cells in mammals (Hayakawa *et al.* 2017; Fischer *et al.* 2017; Batlle and Massagué 2019).

Over the last 20 years, several studies have shown that, similar to vertebrates, the ability of flies and worms to resist infection diminishes with age, with older animals dying from acute infection more rapidly than young animals (Tan *et al.* 1999; Laws *et al.* 2004; Ramsden *et al.* 2008; Youngman *et al.* 2011). This suggests that the factors responsible for eroding and reshaping immunity over time may be shared among animals that experience aging, regardless of the complexity of their means of host defense. As it has been described thus far, immunosenescence in *C. elegans* seems to be brought on by three age-related changes that directly infringe upon the expression of AMPs. The first is a collapse in proteostasis beginning in early adulthood (Ben-Zvi *et al.* 2009; Taylor and Dillin 2013) that is coupled with accumulation of vitellogenin in the intestine (Herndon *et al.* 2002; Seah *et al.* 2016). Experimental conditions to mimic these conditions using transgenic animals caused them to be more susceptible to *P. aeruginosa* infection, and mutations in VIT-2 that cause it to build up in the intestine block the expression of genes encoding immune effectors. This leads to a model in which the protein instability later in life triggers the repression of genes encoding secreted proteins including those that function in immunity, yet whether this scenario plays out during normal aging has not been directly tested (Singh and Aballay 2017). A second contributor to immunosenescence in *C. elegans* is a decline in the activity of the SKN-1 transcription factor over time (Papp *et al.* 2012). In addition to its well-characterized role in oxidative stress resistance (An and Blackwell 2003) SKN-1 is also required for resistance to *P. aeruginosa* infection in both larvae and adults. A third factor in the age-dependent decline in immunity in *C. elegans* is a progressive decrease in the levels of the PMK-1 protein during aging that enhances the susceptibility of older animals to bacterial infection (Youngman *et al.* 2011). Without youthful levels of PMK-1, the worm is left with one less branch of its innate immune system as the expression levels of genes encoding immune effectors regulated by the PMK-1/p38 MAPK pathway decrease. Whether the activity of the two other major pathways that modulate immunity in *C. elegans* also declines over time is not known. Considering its vital roles in both stress resistance and lifespan determination, we hypothesized that the insulin signaling pathway plays an important role in protecting older worms from infection.

Across evolutionarily diverse animal phyla, the insulin and insulin-like growth factor signaling pathway (IIS) plays the dual role of regulating lifespan and integrating environmental cues to regulate growth and development (Kenyon *et al.* 1993; Tamemoto *et al.* 1994; Kimura *et al.* 1997; Tatar *et al.* 2001; Yuan *et al.* 2009). Two of the key components of the IIS pathway are a transmembrane receptor for insulin/insulin-like ligands and a transcription factor of the Forkhead Box family (FOXO) whose transcriptional activity is regulated by a cascade of kinase-mediated phosphorylation reactions (Lapierre and Hansen 2012). In the default status of this pathway when the insulin receptor is bound by a ligand, the ensuing phosphorylation cascade culminates in an inhibitory phosphate group being added to the FOXO transcription factor, preventing its translocation to the nucleus to regulate the expression of its target genes. This inhibition may be overcome, however, when an animal encounters an acute stress. For example, in *C. elegans* under circumstances of starvation, irradiation, or other insults, the FOXO transcription factor is de-repressed and upregulates the expression of genes important for neutralizing the stress or counteracting its effects (Henderson and Johnson 2001; Essers *et al.* 2005). Manipulations to artificially activate the FOXO transcription factor (for example, by overexpressing FOXO or disrupting the function of the insulin receptor) dramatically extend the worm’s lifespan. Such experiments suggest that variability in the degree of FOXO activity during aging could help to explain how some individuals live longer and in better health than others. Indeed, in synchronized aging cohorts of *Caenorhabditis elegans*, animal-to-animal differences in FOXO activity have been observed, with greater levels of activity positively correlating with longer lifespan (Sánchez-Blanco and Kim 2011).

In *C. elegans* DAF-16 is the ortholog of mammalian FOXO3a, and its transcriptional activity is antagonized by the IIS when the DAF-2 receptor is occupied by insulin-like peptides. Much of what is understood about the function of DAF-16 has been revealed through studies of *daf-2* mutants in which the constitutive activation of DAF-16 more than doubles the worms’ lifespan (Kenyon *et al.* 1993). One of the key elements that underlies the extended lifespan of *daf-2* mutants is their remarkable resilience when challenged with environmental insults. *daf-2* mutants are resistant to an astounding array of stressors including hypoxia (Jiang *et al.* 2011), anoxia (Garcia *et al.* 2015), oxidative stress, thermal stress, and ultraviolet light (Murakami and Johnson 1996; Wolff *et al.* 2006) as well as fungal and bacterial pathogens (Garsin *et al.* 2003; Wolff *et al.* 2006; Kerry *et al.* 2006). In each case the enhanced resistance of *daf-2* animals, as demonstrated by their ability to outlive wild type animals subjected to the same stressors, is completely dependent upon *daf-16*, implying that DAF-16 modulates the transcriptional response to environmental stress. Supporting this possibility, when animals are exposed to stressful conditions, DAF-16 translocates from the cytosol to the nucleus. For example, in both L2 larvae and in mature adult *C. elegans*, the oxidative stress- inducing compound juglone results in nuclear accumulation of DAF-16::GFP (Henderson and Johnson 2001). Starvation, heat, and ultraviolet irradiation are other stimuli that drive DAF-16::GFP into the nucleus in *C. elegans* (Lin *et al.* 2001; Henderson and Johnson 2001; Liang *et al.* 2006; Evans *et al.* 2008; Singh and Aballay 2009; Mueller *et al.* 2014). This phenomenon is evolutionarily conserved, as oxidative stress also induces the nuclear translocation of FOXO3 and FOXO4 in mammalian cells (Brunet *et al.* 2004; Kobayashi *et al.* 2005). Multiple transcriptomic studies using a variety of platforms have demonstrated that once inside the nucleus, DAF-16 upregulates genes whose products function to directly neutralize environmental threats or to repair the damage caused by them (McElwee *et al.* 2003; Lee *et al.* 2003; Murphy *et al.* 2003; Tepper *et al.* 2013; Chen *et al.* 2015; Li *et al.* 2019). These include antimicrobial peptides, superoxide dismutases, and chaperones. The basis for the long life of *daf-2* mutants, therefore, appears to lie at least in part in the enhanced expression of DAF-16 transcriptional targets that buffer animals against environmental perturbations and that maintain cellular health.

As DAF-16 is the foremost contributor to stress resistance in *daf-2* animals, it would stand to reason that, in a corresponding manner, *daf-16* mutants themselves would exhibit sensitivity to the same stresses to which *daf-2* mutants are resistant. For the most part, this is indeed the case. When DAF-16 function is compromised by either loss-of-function mutations or by RNAi, animals die more rapidly than wild type controls when subjected to hypoxic conditions (Jiang *et al.* 2011), paraquat and hydrogen peroxide (Nemoto-Sasaki and Kasai 2009), high temperature (Li *et al.* 2008), and heavy metals (Chu *et al.* 2005; Li *et al.* 2008). However, in the absence of systemic DAF-16, larval stage worms do not seem to be more susceptible to infection by opportunistic human pathogenic bacteria (Garsin *et al.* 2003; Liang *et al.* 2006; Evans *et al.* 2008) or fungi (Kerry *et al.* 2006). These observations suggest that although it is important for the defense against other stresses, DAF-16 does not protect younger animals from infection. Curiously, when *C. elegans* are infected as Day 2 adults after transitioning from the L4 stage to reproductive maturity in the presence of RNAi targeting *daf-16* they then succumb to infection with *Pseudomonas aeruginosa* more rapidly than untreated control animals (Twumasi-Boateng *et al.* 2012). This raises the intriguing possibility of an age-dependent role for DAF-16 in innate immunity, but a systematic analysis of the function of DAF-16 during aging to has not yet been performed.

We wondered whether the erosion of PMK-1-mediated immunity during aging may be counterbalanced by the function of DAF-16. To test this possibility, we took a primarily genetic approach to functionally characterize DAF-16 over time, with a particular emphasis on examining its role in post-reproductive adults. During aging in wild type animals maintained under standard (non-stressed) laboratory conditions the transcriptional activity of DAF-16 increases in an age-dependent manner, beginning in early adulthood. Analysis of genome-wide changes in expression during aging revealed that in adult *C. elegans* some DAF-16 targets are upregulated while others are downregulated, suggesting that DAF-16 acts as both a transcriptional activator and a repressor in those animals. An important functional consequence of activating DAF-16 during aging is immune protection, and we find that DAF-16 functions specifically during adulthood to protect aging animals from bacterial infection. In its role in innate immunity DAF-16 appears to cooperate with SMK-1, a regulatory component of the protein phosphatase 4 (PP4) complex. Our data thus establish that DAF-16 is functional during normal healthy aging in wild type animals. Further, they imply that the activation of DAF-16 in adults may be part of an age-dependent compensatory mechanism to preserve organismal health in response to the flagging activity of other stress response pathways.

## Materials and Methods

### C. elegans strains and maintenance

Worms were maintained using standard techniques as previously described (Brenner 1974). The *C. elegans* strains used in this study are as follows: Bristol wildtype N2, KU25 [*pmk-1**(**km25**)*], GR1329 [*daf-16**(**mgDf47**)*], *pmk-1**(**km25**);**daf-16** (**mgDf47**)*, DR1572 [*daf-2**(**e1368**)*], CB1370 [*daf-2**(**e1370**)*], TJ356 *zIs356* [*daf-16p*::*daf-16a/b*::*GFP + **rol-6**(**su1006**)*], CF1407 [*daf-16**(**mu86**)*;*muIs71* [(*pKL99*) *daf-16ap::GFP::daf-16a*(*bKO*)) + *rol6*(*su1006*)]], *HT1889* [*daf-16**(**mgDf50**)*;*unc-119*(*ed3*)*;lpIs14* [*daf-16f::GFP* + *unc-119**(+)*]], *RX87* [*daf-16**(**mgDf47**)*;*xrls87* [*daf-16a::GFP::DAF-16b* *rol-6**(**su1006**)*]], and VIL001 *mjyls1* *[plys-7*::*GFP]*.

To generate strain VIL001, stable transgenic animals harboring an extrachromosomal *lys-7* promoter::gfp fusion construct (Alper *et al.* 2007) were subjected to gamma irradiation to yield a chromosomal integration of *plys-7*::*gfp*. F_2_ segregants of the irradiated P_0_ animals yielding 100% GFP-expressing progeny were selected for further analysis. One of these lines was backcrossed to the N2 wildtype strain seven times and then designated VIL001.

### Generation of age-matched cohorts of C. elegans

Synchronized populations of worms were obtained by sodium hypochlorite treatment of gravid adult animals to harvest eggs followed by hatching L1 larvae in M9 buffer without nutritional supplementation for 16-20h at 22°. Approximately 2000 L1 larvae were plated on to NGM media seeded with either *E. coli* OP50 *or E. coli* HT115 strains harboring RNAi constructs, depending on the experiment. To age animals to the sixth day of adulthood, worms were allowed to develop to the L4 larval stage before transferring them to new NGM plates containing 25 µg/mL 5-fluorodeoxyuridine (FUdR) and seeded with *E. coli*.

### RNAi treatment

*E. coli* HT115 strains carrying plasmids encoding dsRNA were thawed from glycerol stocks stored at -80° and grown overnight at 37° on LB plates supplemented with ampicillin and tetracycline. Single colonies were used to inoculate 200 mL of LB + ampicillin and incubated with shaking overnight at 37°. To concentrate cells, cultures were centrifuged for 10 min at 3000x*g* and the cell pellet was resuspended in 25 mL of fresh LB supplemented with ampicillin. Approximately 1 mL of the concentrated cell cultures was used to seed two sets of NGM plates: one containing 100 µg/mL carbenicillin, and 2 mM IPTG (referred to as “RNAi plates”) and a second set containing 100 µg/mL carbenicillin, 2 mM IPTG, and 25 µg/mL FUdR; referred to as “RNAi + FUdR plates”). Seeded plates were incubated in the dark at 22° for at least 3 days before animals were added to them for knockdown experiments.

Synchronized populations of worms were subjected to RNAi treatments at one of two points during aging, depending on the experiment. For experiments involving a brief pulse of RNAi to knockdown *daf-16*, L1 larvae harvested from hypochlorite treatment of gravid adult hermaphrodites were maintained on NGM plates with *E. coli* OP50 as the food source at 20° as described above until the fourth day of adulthood. At 48 hr prior to initiating infection with *P. aeruginosa*, these adult animals were transferred to RNAi +FUdR plates seeded with the *daf-16* RNAi clone (or L4440 vector control clones) and incubated at 20°. For all other RNAi experiments, after hatching overnight in M9 buffer L1 larvae harvested from hypochlorite treatment of gravid adult hermaphrodites were introduced to concentrated *E. coli* RNAi clones seeded on to RNAi plates and maintained on those plates at 20°. Once these animals reached the L4 stage, they were transferred by chunking to RNAi + FUdR plates where they were allowed to move away from the agar chunk before it was removed from the plate. Worms were aged on these plates at 20° until the sixth day of adulthood when they were harvested or used for other assays.

### Fluorescence microscopy

To monitor the expression of *Plys-7*::*GFP* during aging, worms on RNAi or RNAi + FUdR plates were inspected under a fluorescence dissecting microscope (Zeiss) equipped with a Zeiss digital camera. Over 200 animals were examined per condition per time point and a subset of animals was imaged in each of two replicates. To generate micrographs documenting the expression of the *plys-7*::*GFP* reporter or of DAF-16::GFP during aging, *C. elegans* maintained on NGM plates seeded with OP50 or subjected to feeding-based RNAi were mounted onto agarose pads (10% agarose in M9 buffer) seated on glass slides and immobilized in a slurry of 0.1 μm polystyrene beads (Polysciences, Warrington, PA). To avoid confounding effects of stress on the localization of DAF-16, all worms expressing DAF-16::GFP were imaged within 15 min of being mounted onto slides. Samples were examined by compound fluorescence microscopy on a Nikon E800 microscope and images were captured with a Jenoptik monochrome digital camera. For all imaging studies, camera settings including exposure time were held constant for all samples.

### Pseudomonas aeruginosa infection

Infections of larval stage and adult *C. elegans* with *P. aeruginosa* were carried out as described (Youngman *et al.* 2011). Briefly, approximately 100 animals of the indicated ages were transferred from plates containing *E. coli* OP50 or *E. coli* HT115 (for RNAi treatments) to plates seeded with *P. aeruginosa* strain PA14 and incubated at 25°. The survival of worms on the *P. aeruginosa* plates was assessed and dead animals were removed every 12-24 hr until all of the worms in the assay had died. Each assay was replicated at least twice.

### Calculation of median survival times and statistical analysis

To calculate the median survival time (LT_50_) of *C. elegans* infected with *P. aeruginosa*, the fraction of animals alive at each time point during an assay was first plotted as a function of time in Excel, accounting for animals that were inadvertently overlooked or that escaped between time points. These data were then imported into SigmaPlot (Systat Software, San Jose, CA) and a three parameter sigmoidal curve was fit according to the general equation y = a/(1+e^(-(x-x0)/b)^). Examples of regression curves applied to our survival data using this method are provided in Fig. S1, and the parameters used are provided in Table S1. This equation was used to determine the point at which 50% of the animals in the assay had died (Efron 1987). The average fold difference between the LT_50_ of mutant strains or experimental RNAi treatments and control animals was calculated, and the statistical significance of that difference was assessed using a one-sample *t*-test after first applying a Shaprio-Wilk test for normality.

### RNA isolation

Approximately 5,000-10,000 animals were washed off of NGM plates in M9 buffer and allowed to settle to the bottom of a 15 mL conical tube by gravity. After removing the supernatant the worms were washed with 10 mL of fresh M9 and again allowed to settle to the bottom of the tube. All but 1-2 mL of buffer were removed and used to resuspend the worms before transferring them to cryovials where more buffer was removed, leaving behind sufficient volume to cover the worm pellet. After adding 300 μL of Trizol reagent (ThermoFisher Scientific, Waltham, MA), the worms were vortexed in a series of 30 sec intervals over a period of 5 min interspersed by brief rest periods and then transferred to -80° for storage. To prepare total RNA from worm pellets, frozen animals in Trizol were thawed at room temperature and then briefly vortexed before pelleting in a microcentrifuge at 16,000x*g* for 5 min to remove worm carcasses and debris. Following a phenol/chloroform extraction, total RNA was precipitated in isopropanol, washed in 70% ethanol, and resuspended in RNase-free H_2_O. For RNAseq experiments, total RNA was treated with DNase and reisolated over a column using the RNeasy kit (Qiagen, Germantown, MD). The concentration of RNA was measured by either Nanodrop (ThermoFisher Scientific, Waltham, MA) or by Qubit fluorimetry (Invitrogen, Carlsbad, CA).

### mRNAseq analysis

Total RNA harvested from independent biological replicates of N2 L4 (duplicate) or Day 6 adult (triplicate) *C. elegans* fed the RNAi vector control *E. coli* strain HT115. RNA was isolated as described above, and samples from the same replicate were prepared at the same time. Prior to RNAseq analysis, RNA was first scrutinized for evidence of degradation and the presence of robust peaks corresponding to ribosomal RNA (rRNA) using a Bioanalyzer (Agilent Technologies, Santa Clara, CA) and agarose gel electrophoresis. rRNA was then depleted using Ribo-Zero (Illumina, San Diego, CA), and cDNA libraries were prepared by strand-specific cDNA synthesis. After determining the median library insert size and total yield, samples were sequenced using Illumina HiSeq 2500 1x 125 single read technology.

### Bioinformatics methods

Bioinformatic analysis was carried out by iGenBio (Chicago, IL) using proprietary ERGO 2.0 software. Briefly, fastqc sequence files were checked for ribosomal depletion, contamination, leftover adapter sequences, and other issues, and the samples were trimmed. All samples were aligned against the reference genome (Wormbase version WS254) using TopHat2. The alignments were then run with featureCounts obtaining a table of counts for each feature in the reference genome. The counts were then imported into R where a customized version of arrayQualityMetrics was run on the samples. The data were then normalized using edgeR’s calcNormFactors and then transformed using limma’s voom. Data were analyzed using Igen Bio’s proprietary ERGO platform, with differentially expressed genes identified through DESeq2.

Ranked lists of genes differentially expressed between Day 6 adults and L4 larvae were generated with corresponding *p* and *q* values for each gene. To identify genes with statistically significant changes in expression between the L4 larval stage and Day 6 of adulthood, we eliminated from our list of differentially expressed genes any gene that had a *q* value greater than or equal to 0.05. For this study we considered only those genes whose expression changed by fivefold or more. To generate a complete catalog DAF-16 transcriptional targets, we created a composite list of non-duplicate entries for genes that are either positively- or negatively regulated by DAF-16 reported in three different studies (Tepper *et al.* 2013; Chen *et al.* 2015; Li *et al.* 2019). The catalog was then compared to our filtered comprehensive lists of genes differentially regulated during aging. To visualize genomewide changes in expression during aging, we created a scatter plot of the average number of reads for each gene in L4 samples compared to Day 6 samples. Using those data points as a background, we superimposed plots of only certain subsets of genes, including all DAF-16 targets from our compiled list in addition to genes identified as age-dependent targets of DAF-16 (Li *et al.* 2019). Functional information regarding the products of genes differentially regulated during aging or of DAF-16 transcriptional targets was obtained through analysis of gene lists using Gene Ontologies through the Panther database (pantherdb.org) and were focused on GO biological process and child cellular process annotations.

### qRT-PCR

For analysis of gene expression levels by qRT-PCR, cDNA was reverse transcribed from 1 μg samples of total RNA using Retroscript (ThermoFisher Scientific, Waltham, MA). Diluted cDNA was used as a template in PCR reactions designed to amplify sequences from *lys-7*, *sod-3*, and *mtl-1* transcripts with *tba-1* as the reference using primer pairs described previously (Troemel *et al.* 2006). Sybr Green (Roche, New York, NY) was used to detect the products of the PCR reactions, and fluorescence was quantified using an Eppendorf Master Cycler (Eppendorf, Hauppauge, NY). Relative gene expression levels were calculated using the ΔΔCt method (Livak and Schmittgen 2001). This analysis was performed on a total of three biological replicates, representing three independently generated cohorts of aging worms (Table S2).

### Data availability

RNAseq data are available on the GEO database (ncbi.nlm.nih/geo) under accession number GSE146443. Files uploaded as supplemental material to figshare are described below. Figure S1 shows curves fit to experimental survival data shown in Figure 2 using the logarithmic regression analysis described above. Figure S2 shows a second replicate of the *P. aeruginosa* infection assay involving *daf-2* animals (Figure 4). It also shows survival curves of animals treated with RNAi targeting *daf-2* and then infected with *P. aeruginosa* at the L4 larval stage and Day 6 of adulthood. Figure S3 shows the results of a second replicate of the experiment investigating the function of individual isoforms of DAF-16 (Figure 6). Figure S4 depicts *Plys-7*::*GFP* expression in L4 animals treated with RNAi targeting *daf-16* or *pmk-1*. Figure S5 depicts *Plys-7*::*GFP* expression in Day 3 adult animals treated with RNAi targeting *daf-16* or *pmk-1*. Figure S6 depicts *Plys-7*::*GFP* expression in Day 6 adults treated with RNAi targeting *daf-16* or *pmk-1*.

Table S1 lists parameters used in the equation to generate the curves to fit survival data shown in Figure 2 and Figure S1. Table S2 contains raw qRT-PCR data on which the normalized expression levels of DAF-16 transcriptional targets in Figure 7 are based. Table S3 lists experimental details and statistical analyses corresponding to each survival curve in Figures 1-4, 6, and 8. Table S4 lists genomewide changes in expression between the L4 larval stage and Day 6 of adulthood. Tables S5 and S6 list overrepresented GO biological process terms associated with genes up- and downregulated at Day 6, respectively. Table S7 is a catalog of DAF-16 targets made by compiling lists of DAF-16 targets identified in previous reports (Tepper *et al.* 2013; Chen *et al.* 2015; Li *et al.* 2019). Table S8 lists DAF-16 target genes that are differentially expressed between the L4 larval stage and Day 6 of adulthood. Tables S9 and S10 list overrepresented GO biological process terms associated with DAF-16 targets that are up- and downregulated at Day 6, respectively. Supplemental material available at figshare: https://doi.org/10.25387/g3.11964351.

## Results

### Comparison of PMK-1 and DAF-16 function in innate immunity

Although they are members of distinct genetic pathways and regulate separate groups of genes, both *pmk-1* and *daf-16* are necessary for lifespan extension of *daf-2**(**e1370**)* mutants, suggesting that there may be some degree of functional overlap between the two gene products (Troemel *et al.* 2006). PMK-1 and DAF-16 also confer enhanced resistance to pathogens in larval stage *daf-2**(**e1370**)* animals, indicating that each may contribute to longevity through at least partially redundant functions in innate immunity. Whether the two proteins operate in a similar manner in the context of aging in wild type animals is not known. To compare the functions of DAF-16 and PMK-1 in innate immunity during aging, we examined the survival of *pmk-1**(**km25**)*, *daf-16**(**mgDf47**)* and *pmk-1**(**km25**);**daf-16**(**mgDf47**)* mutants upon infection with the human opportunistic bacterial pathogen *Pseudomonas aeruginosa* at the fourth larval stage (L4) and at Day 6 of adulthood (D6; six days after the transition to L4). Consistent with previous reports, when bacterial infection was initiated at the L4 larval stage, *pmk-1**(**km25**)* mutants died more rapidly from the infection than did wild type animals, confirming a role for PMK-1 in the innate immunity of juvenile *C. elegans* (Figure 1A). The *daf-16**(**mgDf47**)* loss-of-function mutation, on the other hand, did not affect the ability of L4 worms to resist bacterial infection. In addition, *daf-16**(**mgDf47**)* did not further enhance the susceptibility of animals bearing a lesion in the *pmk-1* locus, as *pmk-1**(**km25**);**daf-16**(**mgDf47**)* double mutants died from infection at the same rate as *pmk-1**(**km25**)* mutants (Figure 1A). These data suggest that DAF-16 plays little to no role in innate immunity in L4 larvae and that host defense is mediated for the most part by PMK-1 at that stage. When infection was initiated at Day 6 of adulthood we observed a different pattern in the survival of the mutants (Figure 1B). While *pmk-1**(**km25**)* mutants still died faster from the infection than wild type animals, the median lifespan of infected *daf-16**(**mgDf47**)* mutants was also reduced. In addition, the *pmk-1**(**km25**);**daf-16**(**mgDf47**)* double mutant displayed an additive phenotype, with the shortest median lifespan of all the strains. These results suggest that by Day 6 of adulthood a second arm of innate immunity mediated by DAF-16 has become activated and that it functions in parallel to PMK-1.

**Figure 1:**
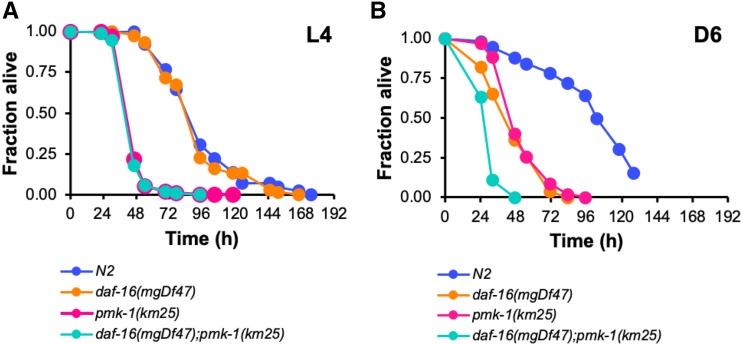
DAF-16 likely functions in parallel to PMK-1 to modulate innate immunity during aging. (A) Survival of wild type strain N2 (blue), and mutant strains *daf-16**(**mgDf47**)* (orange), *pmk-1**(**km25**)* (pink), and *daf-16**(**mgDf47**);**pmk-1**(**km25**)* (turquoise) transferred from *E. coli* OP50 to *P. aeruginosa* PA14 at L4. (B) Survival of the same strains as in (A) upon initiating infection with *P. aeruginosa* at Day 6 of adulthood. In both panels, the fraction of animals alive is plotted as a function of time. Data are representative of multiple independent replicates.

### Systematic functional analysis of DAF-16 in innate immunity during aging

To systematically address the potential role for DAF-16 in innate immunity in adult *C. elegans*, we asked about its functional requirement in host defense over time by challenging *daf-16**(**mgDf47**)* animals with *P. aeruginosa* infection at six different points during their lifespan—at the L4 larval stage, on each of the first three days of adulthood when egg-laying is at a peak level, and twice during the postreproductive period (Days 6 and 9 of adulthood). In parallel, age-matched populations of wild type N2 animals were also exposed to pathogen, and their survival was compared to that of the infected *daf-16**(**mgDf47**)* mutants. While the absence of functional DAF-16 had little to no effect on the ability of L4 animals or Day 1 adults to resist infection (Figure 2A, B), the age-dependent increase in susceptibility to bacterial pathogens observed in wild type worms was exacerbated in *daf-16**(**mgDf47**)* mutants. This was evident as early as Day 2 of adulthood (Figure 2C), although the difference in median lifespan (LT_50_) between wildtype animals and *daf-16**(**mgDf47**)* mutants was not statistically significant until Day 3 of adulthood (Figure 2D; Table S3). Day 3 adult N2 worms were no more susceptible to bacterial infection than wild type L4 larvae. However, the average median survival time of Day 3 *daf-16**(**mgDf47**)* was 1.4-fold less than the LT_50_ of wildtype control animals (*P* < 0.001, Table S3). This difference in survival was more pronounced when animals were challenged with *P. aeruginosa* at Day 6 of adulthood (Figure 2E). The conditions used in our studies successfully recapitulated previous reports of declining immunity in adult worms, manifested as increased susceptibility to bacterial infection over time (Laws *et al.* 2004; Youngman *et al.* 2011). The absence of DAF-16 caused Day 6 adults to die even more rapidly from infection. The median survival time of Day 6 *daf-16**(**mgDf47**)* worms challenged with *P. aeruginosa* was less than half of the LT_50_ of N2 wildtype animals (*P* = 0.013, Table S3). The loss-of-function mutation in *daf-16* still had an effect when Day 9 adults were infected with *P. aeruginosa*, resulting in a nearly twofold reduction in LT_50_ of *daf-16**(**mgDf47**)* mutants as compared to control worms (*P* = 0.003, Figure 2F, Table S3). Our observations suggest that despite playing only a minor role, if any, in innate immunity in larval stage *C. elegans*, DAF-16 becomes increasingly important for host defense during aging.

**Figure 2:**
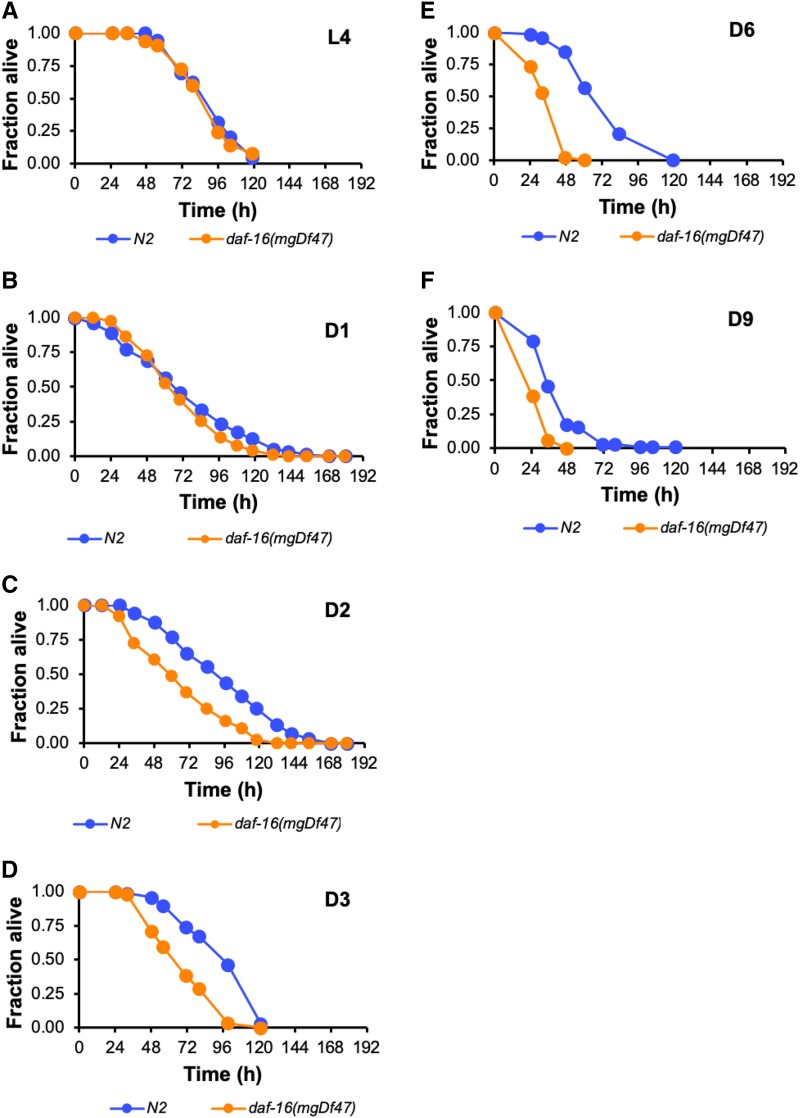
DAF-16 functions in innate immunity in adult but not larval *C. elegans*. (A-F) Wild type strain N2 (blue) or *daf-16**(**mgDf47**)* (orange) mutants were maintained on *E. coli* OP50 and then challenged with *P. aeruginosa* PA14 at the L4 larval stage (A) or at the indicated day of adulthood (B-F). In each case, the fraction of animals alive is plotted as a function of time. Data are representative of multiple independent replicates.

### Timing requirement for DAF-16 in adult innate immunity

Since loss of *daf-16* is associated with precocious early aging or “progeric” phenotypes (Samuelson *et al.* 2007) our observation that adult *daf-16**(**mgDf47**)* mutants are more susceptible to bacterial infection than larval stage *daf-16**(**mgDf47**)* animals raises the possibility that instead of playing a direct role in immunity during adulthood, DAF-16 is required throughout the entirety of the worm’s life to protect against premature frailty that would cause adult animals to be especially vulnerable to attack by pathogens. To investigate whether this is true, we asked whether a short pulse of RNAi to knock down *daf-16* just before challenging Day 6 adult worms with *P. aeruginosa* would affect their ability to resist the infection to the same extent as a sustained RNAi regimen targeting *daf-16* from the L1 larval phase up until the time that the infection was initiated at the sixth day of adulthood. We reasoned that if DAF-16 contributes to innate immunity in adult animals by principally functioning during adulthood, then waiting until Day 4 of adulthood to inhibit *daf-16* expression should be sufficient to cause enhanced susceptibility to pathogen upon infecting RNAi-treated worms with *P. aeruginosa* at Day 6. On the other hand, if DAF-16 somehow exerts its effect on immunity by acting earlier in life then it should be necessary to begin knocking down *daf-16* while worms are still developing to affect their ability to resist bacterial infections as adults. Similar to the phenotypes of *daf-16** (**mgDf47**)* mutants, animals treated with RNAi targeting *daf-16* beginning at the L1 larval stage were no more susceptible to bacterial infection than untreated controls when challenged at L4 (Figure 3A), but they died more rapidly than control animals when infected at Day 6 (Figure 3B). A brief pulse of RNAi targeting *daf-16* at Day 4 had the same effect on the pathogen susceptibility of Day 6 adults as knocking down *daf-16* beginning at the first larval stage (Figure 3C). Our data indicate that DAF-16-mediated immunity in adult animals is a consequence of the specific function of DAF-16 during adulthood and not before. This agrees with previous observations indicating that DAF-16 is dispensable in larvae for its role in lifespan determination (Dillin *et al.* 2002).

**Figure 3:**
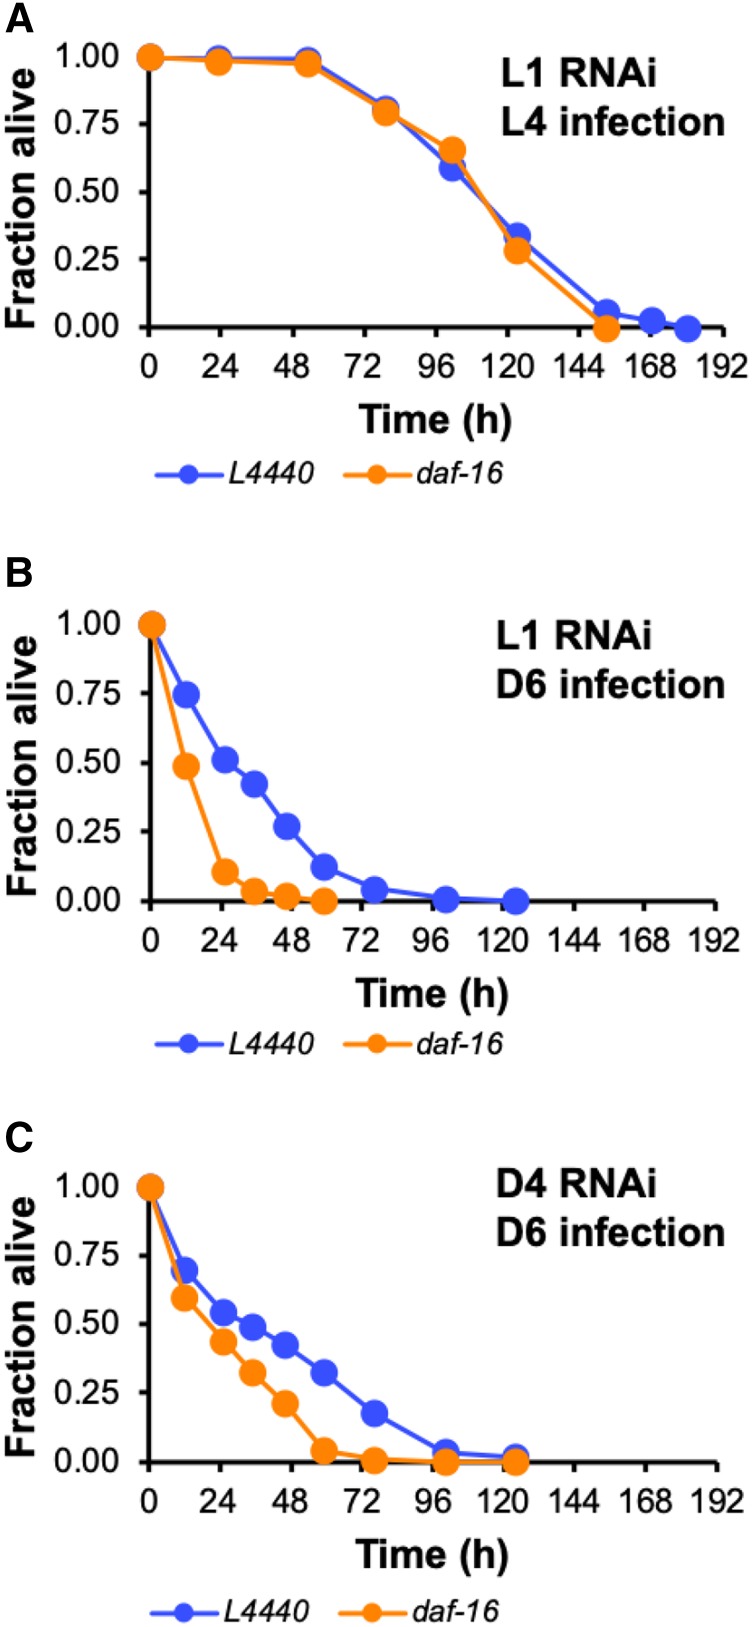
DAF-16 confers resistance to bacterial pathogens during adulthood. (A-C) RNAi was used to test the timing requirement of DAF-16 in innate immunity. After initiating knockdown of *daf-16* by feeding-based RNAi (orange) at the L1 larval stage (A and B) or at Day 4 of adulthood (C), worms were infected with *P. aeruginosa* PA14 as L4 larvae (A) or at Day 6 of adulthood (B and C). L4440 (blue) is an empty RNAi vector control. In each case, the fraction of animals alive is plotted as a function of time. Data are representative of multiple independent replicates.

### Pathogen resistance phenotype of larval and adult daf-2 mutants

While in younger *C. elegans* DAF-16 is typically inhibited unless and until animals encounter an environmental insult, we found that as wildtype worms age DAF-16 becomes activated even in the absence of an acute stress. One possible mechanism by which DAF-16 becomes activated in adult *C. elegans* is the age-dependent loss of an inhibitory signal through the IIS pathway. We reasoned that if this were the case, then eliminating this inhibition through a loss-of-function mutation in *daf-2* should shift the period in which worms are protected by DAF-16-mediated immunity to begin immediately upon hatching instead of beginning during adulthood. Moreover, we predicted that if derepression of DAF-16 is sufficient to instigate its immune function then the degree of pathogen resistance conferred by disrupting the insulin receptor should be invariant over the worm’s lifespan such that upon infection *daf-2* L4 animals and older post-reproductive *daf-2* worms would experience an equivalent survival advantage relative to their wildtype counterparts. To test our hypothesis, we challenged *daf-2**(**e1370**)* and *daf-2**(**e1368**)* mutants with *P. aeruginosa* at the L4 stage of larval development and at Days 3 and 6 of adulthood. In an allele-specific manner, mutations in *daf-2* conferred varying degrees of resistance to L4 larvae (Figure 4A). Specifically, while a mutation affecting the ligand-binding domain of DAF-2 (*e1368*) did not affect the survival of infected L4 animals, a mutation in the kinase domain (*e1370*) increased maximum survival. Interestingly, we found that the *daf-2* resistance phenotype does not fully manifest until worms become adults. When the *P. aeruginosa* infection was initiated at L4, the survival trajectory of *daf-2**(**e1370**)* mutants paralleled that of wild type worms until ∼96 hr post-infection when their rate of death slowed, causing the median lifespans for all three genotypes in the assay to be similar to each other even though the maximum lifespan of infected *daf-2**(**e1370**)* animals was extended. We found that the resistance phenotype associated with *daf-2* mutations becomes more pronounced in adult animals. When infected at D3 of adulthood the *daf-2**(**e1368**)* mutants that had lacked a phenotype at L4 became resistant to bacterial infection, with longer median and maximum lifespans in the presence of pathogen than wild type animals (Figure 4B). The *daf-2**(**e1370**)* mutation conferred even greater protection from infection, on average more than tripling the LT_50_ of D3 adults as compared to wild type (Table S3). The survival advantage conferred to infected *C. elegans* by mutations in *daf-2* persisted at Day 6 of adulthood when wild type animals showed clear signs of immunosenescence (Figure 4C). Corroborating the results of our studies of *daf-2* mutants, RNAi targeting *daf-2* caused Day 6 animals to be more resistant to *P. aeruginosa* infection, but it did not affect the susceptibility of L4 worms (Fig. S2). That inactivation of DAF-2 can extend the lifespan of adult animals infected with a bacterial pathogen suggests that relief of an inhibitory signal through the IIS pathway may be important for activating DAF-16 during adulthood. Yet the fact that the resistance phenotype of *daf-2* mutants can be modified by age raises the possibility that additional factors present in adult worms could also be required for DAF-16-mediated immunity.

**Figure 4:**
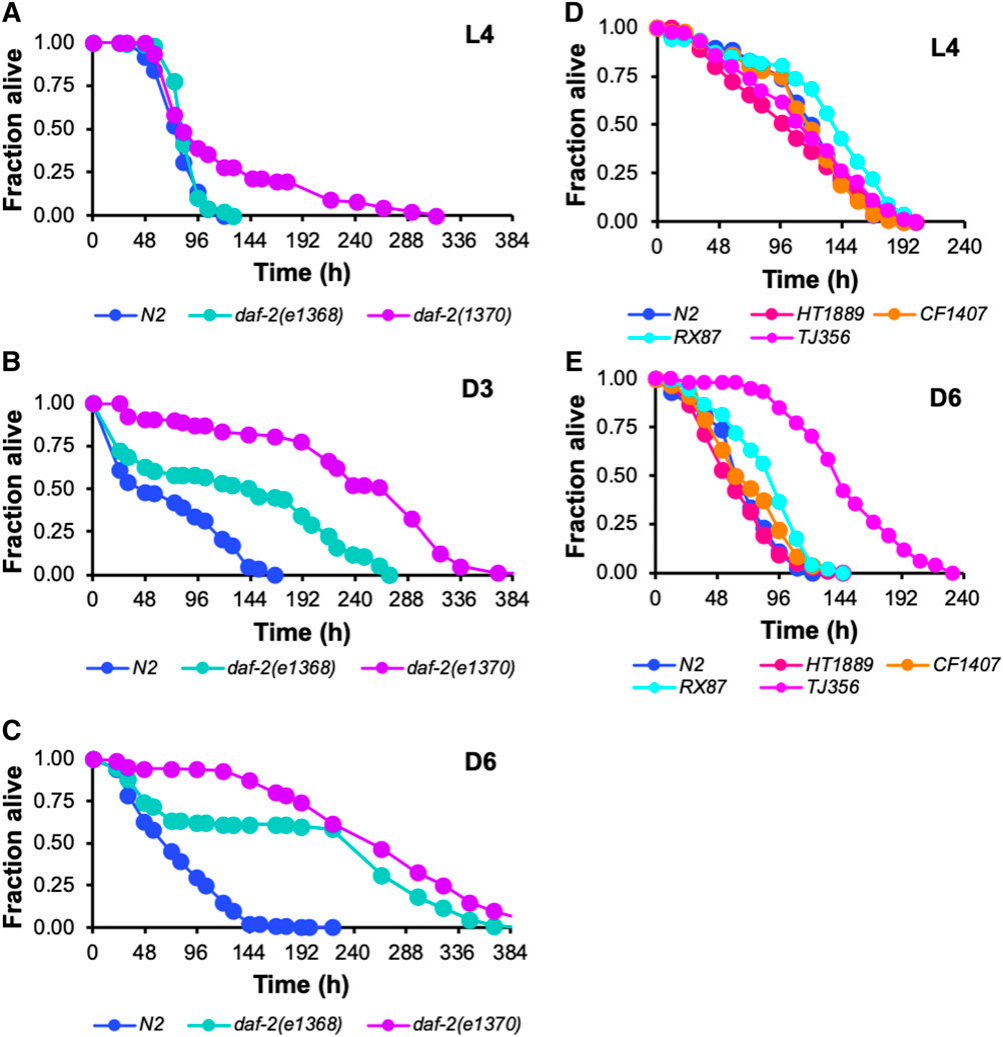
Aging enhances the resistance to bacterial pathogens conferred by constitutive activation or overexpression of DAF-16. (A-C) Wild type N2 worms (blue), *daf-2**(**e1368**)* (turquoise), and *daf-2**(**e1370**)* (purple) worms were infected with *P. aeruginosa* at the L4 larval stage (A) or at Day 3 (B) or Day 6 (C) of adulthood. (D,E) The indicated transgenic strains expressing DAF-16::GFP either in a wildtype (TJ356; purple) or *daf-16* mutant genetic background (HT1889, pink; CF1407, orange; RX87, turquoise) were challenged with *P. aeruginosa* as L4 larvae (D) or as Day 6 adults (E) and their survival after infection was compared to age-matched infected wildtype N2 control animals (blue). The fraction of animals alive *vs.* time is plotted in each panel. Data are representative of multiple independent replicates.

In further support of our findings with *daf-2* mutant animals, we found that overexpression of DAF-16 did not confer a survival advantage to *C. elegans* that were infected at the L4 larval stage. We tested the ability of four transgenic worm strains that all express DAF-16::GFP to resist *P. aeruginosa* infection at the L4 stage and at Day 6 of adulthood. Three of the strains that we studied (CF1407, HT1889, and RX87) overexpress different isoforms of *daf-16* that each complement a *daf-16* loss-of-function mutation, and one overexpresses a *daf-16a/b* isoform in a wildtype background (TJ356). Increased expression of DAF-16 at the L4 larval stage was not sufficient to confer resistance to *C. elegans* infected with *P. aeruginosa* (Figure 4D), yet it substantially improved the survival of worms infected with bacteria at Day 6 of adulthood compared to wildtype controls (Figure 4E). This parallels the phenotype of *daf-16**(**mgDf47**)* mutants that exhibit enhanced susceptibility to pathogen only during adulthood (Figure 2). Moreover, it substantiates the idea of a time-dependent component to the implementation of DAF-16-mediated immunity, even if absolute levels of DAF-16 itself are in excess.

### Expression pattern and subcellular localization of DAF-16 during aging

Collectively, the results of our functional analyses raise the possibility of a discrete transition during early adulthood at which point DAF-16 activity is triggered. Since in its inactive state DAF-16, like other FOXO transcription factors, is sequestered in the cytosol, instigating DAF-16 activity would necessarily involve its translocation into the nucleus. We predicted that as compared with its subcellular localization in younger *C. elegans*, DAF-16 in adult animals should be found mostly in nuclei. Although there are previous reports of the subcellular localization of DAF-16 in adult worms, the techniques used vary widely, and none of the prior studies examined animals under the exact conditions as are standard in our experiments (Baxi *et al.* 2017; Gurkar *et al.* 2018; Li *et al.* 2019). We anticipated that in examining DAF-16::GFP-expressing animals at Day 6 of adulthood we might observe a pattern of DAF-16 localization that is reminiscent of the iconic leopard-spot pattern associated with the induced activity of DAF-16 in response to environmental insults (Henderson and Johnson 2001).

We asked whether aging alone or aging coupled with bacterial infection might cause a redistribution of DAF-16 from the cytosol to the nucleus. To answer this question we used fluorescence microscopy to monitor the subcellular localization of DAF-16::GFP in CF1407 and TJ356 animals during aging and after challenge with *P. aeruginosa*. CF1407 worms express a DAF-16a::GFP fusion protein and TJ356 animals express a DAF-16a/b::GFP fusion protein. In L4 larval stage CF1407 animals, DAF-16::GFP was most commonly found diffusely distributed throughout the cytosol of intestinal cells (Figure 5A), although occasionally DAF-16 could be found in the nuclei of intestinal cells and head neurons (Figure 5B,C). This was surprising considering that our data indicate that DAF-16 is not active at this stage of life in non-stressed *C. elegans*. Expression of DAF-16::GFP was much more robust in L4 larval stage TJ356 animals, and appeared to be uniformly expressed throughout the cytosol in several cell types, including the intestine (Figure 5D-F). We did not observe a dramatic accumulation of DAF-16 within the nuclei of animals of either strain at Day 6 of adulthood. While overall the worms were somewhat brighter, indicating increased expression of DAF-16::GFP, the majority of it still seemed to be localized to the cytosol (Figure 5G) This was most evident in intestinal cells where a dark spot presumably corresponding to the nucleus was surrounded by intense GFP signal (Figure 5 H, J). In other worms, we could detect DAF-16::GFP in the nuclei of head neurons (Figure 5I), and this expression pattern became more prevalent in adult TJ356 animals than it had been at the L4 larval stage (Figure 5L). TJ356 adults also expressed DAF-16::GFP in the in the nuclei of other cells in the head, most likely hypodermal cells (Figure 5K). Exposing Day 6 adults to *P. aeruginosa* for 24 hr did not change the pattern of DAF-16::GFP expression from what was observed in uninfected animals (Figure 5M compared to Figure 5G). In intestinal cells of infected animals DAF-16 was found in either the cytosol (Figure 5N) or the nucleus (Figure 5Q), and it was still found in the nuclei of head neurons in animals of both strains (Figure 5 O, P, R) as it had been in uninfected animals and even some L4 larvae. Our data indicate that in adult animals DAF-16 is expressed in the intestine and neurons, which may be two important sites of action for DAF-16 during aging. However, our observations do not indicate a massive translocation of DAF-16 to the nucleus during adulthood.

**Figure 5:**
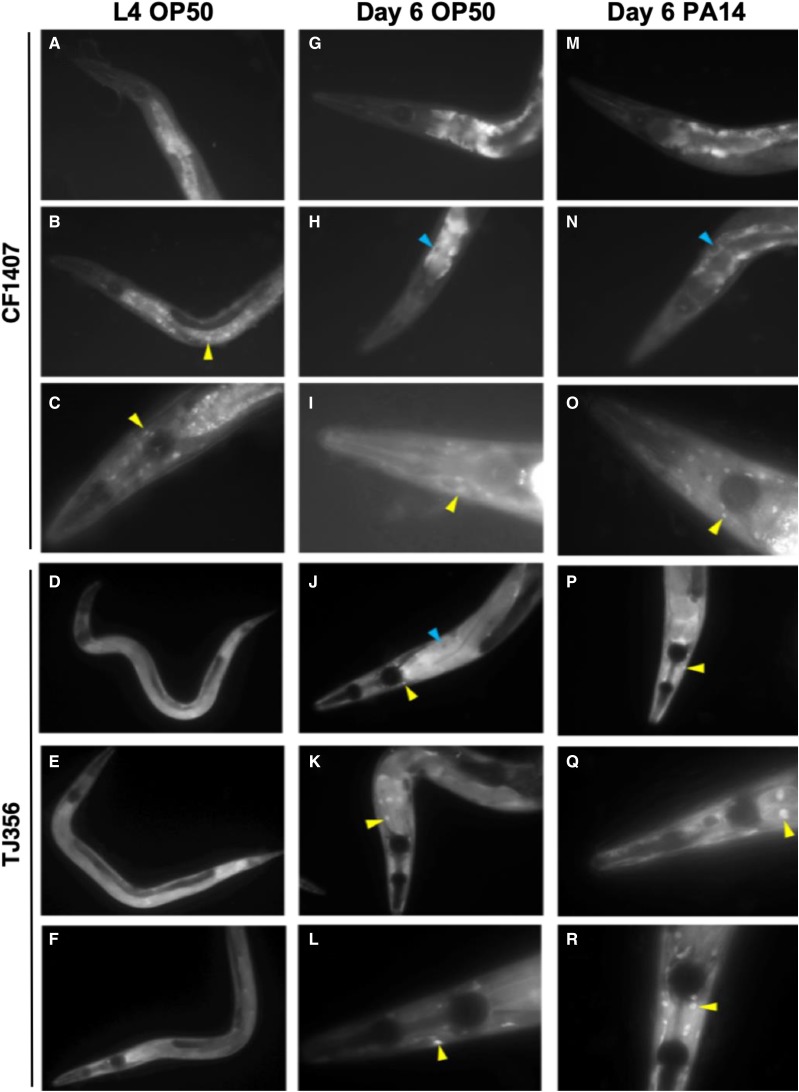
A fraction of DAF-16a localizes to the nucleus of several tissue types regardless of animals’ age or the presence or absence of bacterial pathogens. The expression pattern and subcellular localization of DAF-16::GFP was assessed in two transgenic strains by fluorescence microscopy in L4 larvae (A-F) and Day 6 adults (G-L) grown on *E. coli* or in adults infected with *P. aeruginosa* strain PA14 at Day 6 (M-R). Strain CF1407 expresses a GFP::DAF-16a in a *daf-16**(**mu86**)* mutant background (upper panels) and strain TJ356 expresses DAF-16a/b::GFP in a wildtype background (lower panels). Yellow arrowheads indicate nuclear localization of DAF-16::GFP; blue arrowheads indicate an absence of nuclear localized DAF-16::GFP surrounded by DAF-16::GFP in the cytosol. Images in panels C, I, O, L and R were taken at 400x magnification; all others were at 200x.

### Functional analysis of specific isoforms of daf-16 in adult C. elegans

There are twelve different isoforms of *daf-16*, but only a few have been functionally characterized. The two that appear to be especially relevant for stress resistance and aging are *daf-16a* and *daf-16d/f*, but there is a lack of consensus regarding which specific isoform is in fact the predominant lifespan determinant (Kwon *et al.* 2010; Bansal *et al.* 2014; Chen *et al.* 2015). Both isoforms are upregulated during aging after the L4 stage with a much more dramatic increase in expression of *daf-16d/f* as compared to *daf-16a* (Bansal *et al.* 2014). The timing of the increase in *daf-16a* and *daf-16d/f* expression generally corresponds to the period when our data indicate that DAF-16 becomes activated during aging. Also, we observed DAF-16a::GFP in the nuclei of several tissue types in Day 6 adult animals (Figure 5). Therefore, we asked whether *daf-16a* or *daf-16d/f* contributes to innate immunity in adult animals. For the sake of completeness, we also included the *daf-16b* isoform as part of our analysis, even though it has been implicated to play only minor roles in dauer formation and longevity (Lee *et al.* 2001; Kwon *et al.* 2010).

To determine whether a specific isoform of *daf-16* is responsible for mediating innate immunity in adult *C. elegans*, a series of RNAi constructs created by the Tissenbaum lab (Kwon *et al.* 2010) was used to target individual *daf-16* isoforms (*a*, *b*, and *d/f*) or combinations of isoforms (*af*, and *abf*) in age-matched cohorts of wild type N2 worms beginning at the L1 stage and continuing until they were challenged with *P. aeruginosa* as L4 larvae or as Day 6 adults. The survival of infected worms was compared to that of an isogenic age-matched control group that had been subjected to RNAi designed to reduce the expression of all *daf-16* isoforms (referred to as “*daf-16* total”). Regardless of which isoforms were targeted, RNAi knockdown of *daf-16* expression did not affect the resistance of L4 larvae to the bacterial pathogen (Figure 6A). When the infection was initiated at Day 6, however, all RNAi treatments had at least some impact on the worms’ survival. Similar to what was observed in other experiments, knockdown of all *daf-16* isoforms by *daf-16* total RNAi reduced the LT50 of Day 6 adults by more than twofold (*P* < 0.00391, Figure 6B and C, Table S3). Knocking down the *d/f* isoform of *daf-16* did not cause a statistically significant reduction in the LT50 of Day 6 animals, but RNAi targeting *daf-16b* did (Table S3). Notably, only those RNAi treatments that included knockdown of the *daf-16a* isoform were sufficient to recapitulate the susceptibility phenotype produced by the *daf-16* total construct. RNAi targeting the *daf-16a* isoform alone or in combination with the *f* isoform or with both *daf-16b* and *daf-16f* together resulted in a reduction in the LT_50_ of *P. aeruginosa*-infected Day 6 animals that approximated what was observed when the expression of all *daf-16* isoforms was inhibited by RNAi (Figure 6B and C, Fig. S3, Table S3). These results suggest that multiple *daf-16* isoforms may contribute to host defense in older animals, with *daf-16a* playing a primary role in modulating innate immunity during adulthood in *C. elegans*.

**Figure 6:**
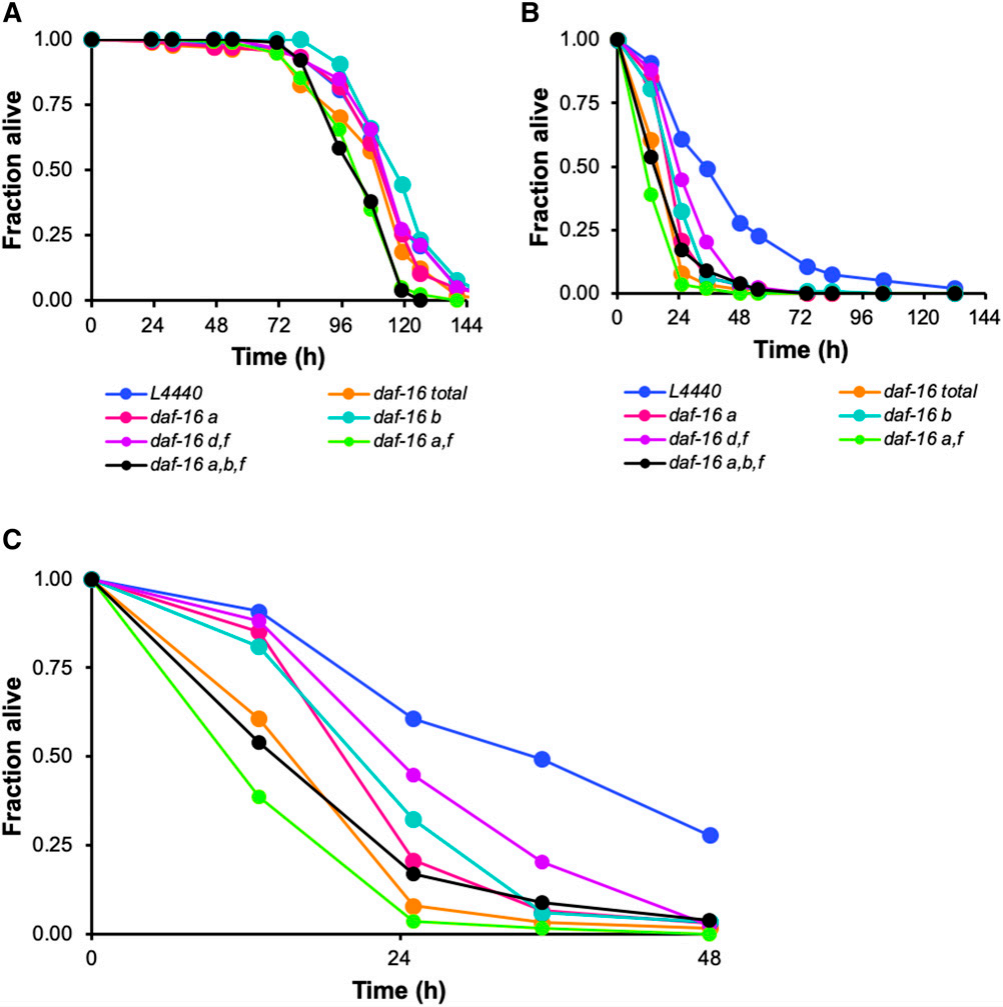
Multiple DAF-16 isoforms contribute to innate immunity in adult *C. elegans*. (A) L4 larvae or (B) Day 6 adults were infected with *P. aeruginosa* PA14 after being treated with RNAi targeting *daf-16* isoforms individually or in combination beginning at the L1 larval stage. L4440 (blue) is an empty RNAi vector control and *daf-16* total (orange) is an RNAi treatment that knocks down all *daf-16* isoforms. Separate RNAi constructs were used to knockdown the following isoforms: *daf-16a* (pink); *daf-16d/f* (purple); *daf-16a*, *b*, and *f* (black); *daf-16b* (turquoise); *daf-16a* and *f* (green). In both panels, the fraction of animals alive is plotted as a function of time. (C) A portion of the survival curve in (B), enlarged to illustrate the effect of knocking down different *daf-16* isoforms. The color scheme is the same as in panels (A) and (B). Data are representative of multiple independent replicates.

### Transcriptional activity of DAF-16 during aging

Considering the homology of DAF-16 to FOXO transcription factors in other species and its well-established function as a transcriptional regulator in *C. elegans*, any influence that it has on innate immunity must be a consequence of the changes in gene expression that it controls. 

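RNA was sequenced from wild type N2 C. elegans at 2 ages, with 2 libraries from animals at L4, the last larval stage, and 3 from adults on Day 6 of adulthood. The yolk protein genes (vitellogenins) took 16.2%, 11.25% and 16.2% of all counts in Day 6 replicates 1, 2 and 3, and 0.0335% and 0.435% in L4 replicates 1 and 2. The genes of major sperm proteins, which are made by developing sperm in larvae, took 0.0920% and 0.340% of the counts at L4 and at most 0.0298% at Day 6. Collagen genes, which build the cuticle, took 2.97% and 7.65% at L4 and at most 1.44% at Day 6. Genes of cytosolic ribosomal proteins took 47.2% of the counts of L4 replicate 1, 20.4% of L4 replicate 2, and 20.6% to 24.8% of the Day 6 libraries. Vitellogenin, major sperm protein and collagen genes belong to families whose members are so alike that reads may have been shared among them.
All animals were fed E. coli HT115 carrying L4440, the empty RNAi vector, at 20° on plates with 2 mM IPTG. The paper gives the carbenicillin in these plates as 100 µg/mL and the sample labels as 100 mg/mL. Day 6 adults had also been kept since L4 on 25 µg/mL FUdR, an inhibitor of DNA synthesis that stops reproduction, so that age and FUdR differed together between the groups. The paper describes the replicates as independent biological replicates and states that RNA of the same replicate was prepared at the same time. By the sample labels each cohort was divided, with one part taken at L4 and the other moved to FUdR and taken at Day 6, so a replicate number may mark a shared cohort. The authors depleted rRNA, made cDNA libraries by strand-specific synthesis, aligned single reads to the WS254 release of WormBase with TopHat2 and counted reads per gene with featureCounts. They normalized the counts with calcNormFactors from edgeR, transformed them with voom from limma and identified differentially expressed genes with DESeq2. The paper's text does not give the strand setting of the counting, so reads of genes that overlap on opposite strands may not have been told apart. The deposited values are raw counts per gene in each library, before normalization. Total counts were 14517986 and 9368922 in L4 replicates 1 and 2, and 29247719, 13043617 and 13419940 in Day 6 replicates 1, 2 and 3.
From these counts, Day 6 was compared with L4 by the quasi-likelihood test of edgeR after TMM normalization, with Benjamini-Hochberg adjustment over the 12758 genes that filterByExpr kept. Levels are CPM, counts scaled to library size after TMM, and fold changes are Day 6 over L4. The TMM factors were 0.293 and 1.62 in L4 replicates 1 and 2, and 1.03, 1.63 and 1.25 in Day 6 replicates 1, 2 and 3. Library sizes are multiplied by these factors, so a gap in CPM between the L4 libraries also depends on this scaling. Gene lists, 40 in all, were compared with the other genes by camera with a preset correlation between genes of 0.01, and no list passed the test when the correlation was estimated from these 5 libraries instead, nor when it was estimated with L4 replicate 1 left out or with the trend of counts with exon length removed. Leaving out a Day 6 library ended the calls of 72 to 91 of the single genes that this text follows, and with the replicate as a block 56 (title numbers) and 83 (library-name numbers) lost theirs. Leaving out an L4 library leaves 1 library at L4, and the spread then comes from the Day 6 libraries alone. The p-values and counts of called genes of such fits do not measure variation among L4 animals. The L4 libraries differed from each other far more than the Day 6 libraries did. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.80 for the L4 pair and 0.96 to 0.97 for the Day 6 pairs. L4 replicate 1 had counts for 12442 features, against 14706 to 16634 in the others, and held relatively more counts from short genes and fewer from long ones. In this library the median log2 difference from the Day 6 libraries went from 1.18 in the eighth of genes with the shortest exon length to -2.28 in the eighth with the longest, against 0.12 and -0.38 in L4 replicate 2.

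**Figure D1:**
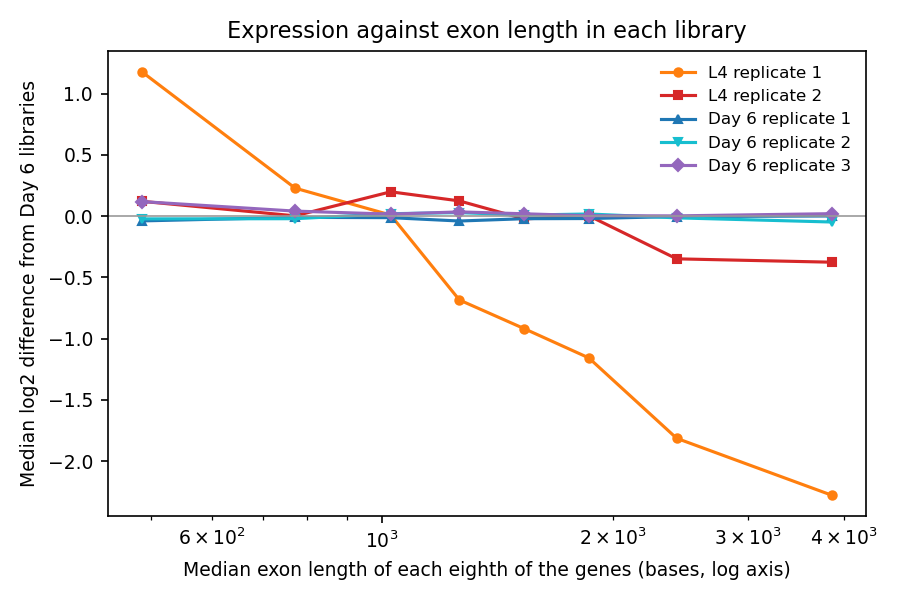
Median log2 difference in CPM from the Day 6 libraries (vertical axis) against the median exon length in bases (horizontal axis, log scale), in eighths of the genes ordered by exon length, with 1 line for each library. The line of L4 replicate 1 falls from 1.18 to -2.28, and the lines of the 3 Day 6 libraries stay between -0.05 and 0.12.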

To conduct our own analysis of the transcriptional activity of DAF-16 during aging, we began by first using RNAseq to examine the changes in gene expression that occur between the L4 larval stage and Day 6 of adulthood in wild type N2 animals under the growth conditions that we use during aging experiments in our laboratory to functionally characterize candidate genes. While the expression of most genes changes only modestly between these two time points, we found 1441 genes to be upregulated by greater than fivefold and 2660 genes to be downregulated by greater than fivefold (Figure 7A, Table S4, q < 0.05). 

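Between L4 and Day 6, 1554 genes rose and 1365 fell by more than 5-fold, of 12758 tested (adjusted p under 0.05, edgeR). Without a threshold on the fold, 1829 rose and 1601 fell. Most genes moved less, and 69.6% had a fitted change within 5-fold in either direction. Among genes with a mean of at least 10 CPM and no overlap between the groups, meg-4 had 1 of the largest rises. It encodes a protein of the germ granules of early embryos, and had 1 count in the L4 libraries together and 2266 at Day 6. The ratio after scaling to TMM library sizes was 644 (95% exact interval 116 to 25456). The caveolin gene cav-1 had another of these rises, at 0.165 ± 0.234 CPM (SD, n = 2) at L4 and 95.1 ± 30.1 (SD, n = 3) at Day 6. Its log2 fold change was 8.63 (standard error 0.95, adjusted p = 0.00354, edgeR), and 13.75 without L4 replicate 2, where L4 had no count of it. C08F11.12, Y25C1A.14 and thn-1, a gene of the thaumatin family, each also had 1 count at L4, against 1759, 1355 and 1790 at Day 6. Y25C1A.14 shares exon sequence with srg-23 on the same strand, and its count is uncertain. Of the 6 largest falls within the same limits on mean level and overlap, 5 were cuticle collagen genes. The levels of col-144 were 5872 and 476 CPM in L4 replicates 1 and 2 and 2.38 ± 0.95 (SD, n = 3) at Day 6, a log2 fold change of -10.38 (standard error 1.49, adjusted p = 0.00515, edgeR). The others were col-10 at -10.30, col-117 at -10.50, col-169 at -10.56 and col-147 at -10.82 (adjusted p between 0.00416 and 0.0115, edgeR). Without L4 replicate 1 these 5 collagen genes stayed lower, at -8.43 to -6.76. Collagen genes are alike enough that reads may have been shared, and col-147 overlaps T06E4.5 on the opposite strand. Y39G8B.9, also among the largest falls, was at 70.9 and 1.59 CPM in L4 replicates 1 and 2 and had 1 count at Day 6, with a log2 fold change of -6.17 without L4 replicate 1.
The counts of genes depended on which libraries entered the test. Without L4 replicate 1, 1750 of 14302 genes rose and 2064 fell by more than 5-fold, and of those called with all libraries 1359 of 1554 rises and 892 of 1361 falls were called again. Without L4 replicate 2 they were 3484 and 1912. Leaving out 1 Day 6 library left 240 to 484 rises and 298 to 502 falls. Of all changes over 5-fold, 53.2% were rises with TMM, 42.6% with upper-quartile normalization and 39.9% with DESeq2, which called 1622 rises and 2440 falls. The labels number the L4 libraries in different ways in titles and library names, and with the replicate as a block there were 817 rises and 645 falls by the title numbers and 412 and 359 by the library-name numbers. If these numbers mark shared cohorts, the block is part of the design.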

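Transcripts of DNA repair genes were higher in Day 6 adults than in L4 larvae. Of 64 measured genes of DNA repair and the DNA damage response, 31 rose, none fell and 33 did not pass the test (38 rose when adjusted over the list alone; adjusted p under 0.05, edgeR). Their median log2 fold change was 2.41 above that of all genes (camera, adjusted p = 9.92e-11; adjusted p = 0.40 with an estimated correlation), and 1.99 above it without L4 replicate 1, which leaves 1 L4 library. One of them was rpa-1, a subunit of the protein that binds single-stranded DNA, at 28.97 ± 3.11 CPM (SD, n = 2) at L4 and 199.6 ± 1.95 (SD, n = 3) at Day 6, a log2 fold change of 2.78 (standard error 0.55, adjusted p = 0.0126, edgeR). The mismatch repair gene mlh-1 rose by a log2 fold change of 2.66 (standard error 0.63, adjusted p = 0.0218, edgeR). With the trend of counts with exon length removed, rpa-1 and mlh-1 were at 1.89 and 1.41 and did not pass (adjusted p = 0.0520 and 0.20, edgeR). The median of the list was then 1.94, which is 2.26 above that of all genes. Genes of the germline and of oocytes rose too (25 of 40 and 27 of 30), and the counts do not separate a rise within cells from a larger germline. Of 15 measured genes of telomere maintenance, some of which also act in DNA repair, 3 rose and none fell (the same 3 when adjusted over the list alone). They were clk-2, tebp-1, which encodes a protein that binds telomeric DNA and did not pass with the length trend removed (0.54, adjusted p = 0.54), and trt-1, the catalytic subunit of telomerase. The median of this list was 1.83 above that of all genes (camera, adjusted p = 0.00402; adjusted p = 0.33 with an estimated correlation), and 11 of the 15 rose without L4 replicate 1. The level of trt-1 was 1.26 ± 1.12 CPM (SD, n = 2) at L4 and 14.6 ± 3.50 (SD, n = 3) at Day 6, and trt-1 overlaps pqn-26 on the opposite strand.
Genes of protein degradation were split. Of 74 measured genes of ubiquitin ligation, 14 rose, 3 fell and 57 did not pass the test (12 and 1 when adjusted over the list alone), with a median 0.60 above that of all genes (camera, adjusted p = 0.00837; adjusted p = 0.46 with an estimated correlation) and 0.0505 above it without L4 replicate 2 (adjusted p = 0.14). With L4 replicate 1 left out, 31 rose and 3 fell, with a median of 0.74 (adjusted p = 3.56e-05). The ubiquitin-conjugating enzyme gene ubc-25 had a log2 fold change of 3.50 (standard error 0.58, adjusted p = 0.00722, edgeR) and ufd-3 one of 2.04 (standard error 0.60, adjusted p = 0.0419), which did not pass when adjusted over the list alone (adjusted p = 0.0507) or with the length trend removed (1.099, adjusted p = 0.12). Those that fell were ubc-13, ubc-19 and uev-1, of which ubc-13 had a log2 fold change of -1.90 (adjusted p = 0.0473, edgeR) and uev-1 one of -2.297 (adjusted p = 0.0440). Without L4 replicate 1, ubc-13 and uev-1 were at -0.68 (adjusted p = 0.0572 and 0.0716), and uev-1 did not pass with the length trend removed either (-1.85, adjusted p = 0.0570). None of the 31 proteasome subunit genes passed the test with edgeR. The median of these genes was -1.505 relative to all genes (camera, adjusted p = 7.60e-04; adjusted p = 0.67 with an estimated correlation), and without L4 replicate 1 it lay at 0.07 (adjusted p = 0.32).
Stress genes did not move one way. Of 21 measured heat shock genes, 3 rose (hsf-1, hsp-43 and sip-1), 3 fell (hsp-12.1, hsp-25 and hsp-60) and 15 did not pass the test, as when adjusted over the list alone (camera, adjusted p = 0.44; 0.67 with an estimated correlation). The small heat shock gene hsp-43 had a log2 fold change of 3.35 (standard error 0.64, adjusted p = 0.0110, edgeR), and hsp-60, the mitochondrial chaperonin, one of -3.82 (standard error 0.66, adjusted p = 0.00830). Of 25 measured genes of oxidative stress and detoxification, 1 rose, 7 fell and 17 did not pass the test (1 and 8 when adjusted over the list alone). Their median was -1.42 relative to all genes (camera, adjusted p = 0.0110; adjusted p = 0.40 with an estimated correlation) and -0.22 without L4 replicate 1 (adjusted p = 0.19). The mitochondrial peroxiredoxin prdx-3 was among those that fell, at a log2 fold change of -3.36 (standard error 0.94, adjusted p = 0.0352, edgeR), and was at -0.89 without L4 replicate 1 (adjusted p = 0.0436).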

Among the upregulated genes were those whose products function in the response to cellular stress (including ultraviolet irradiation), DNA repair, telomere maintenance, and ubiquitin-dependent protein catabolic processes (Table S5). Genes downregulated at Day 6 were predominantly associated with metabolic processes, including those that take place in the mitochondria (Table S6).

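Genes of mitochondrial energy metabolism were lower at Day 6. Markers of body wall muscle and of the intestine fell too (12 of 22 and 9 of 24), and the counts do not separate a fall within cells from a smaller share of these tissues. Of 79 measured nuclear genes of oxidative phosphorylation, 43 fell, none rose and 36 did not pass the test (65 fell when adjusted over the list alone; adjusted p under 0.05, edgeR), and these genes took 3.43% and 3.09% of all counts in L4 replicates 1 and 2 and 0.99% to 1.17% at Day 6. Their median log2 fold change was -3.01 relative to all genes (camera, adjusted p = 2.75e-14; adjusted p = 0.46 with an estimated correlation) and -1.104 without L4 replicate 1, where 47 fell and 3 rose. The ATP synthase subunit asb-2 was at 1884 ± 1724 CPM (SD, n = 2) at L4 and 187 ± 22.9 (SD, n = 3) at Day 6, a log2 fold change of -3.33 (standard error 0.87, adjusted p = 0.0298, edgeR). For ucr-1, a core subunit of complex III, the log2 fold change was -2.93 (standard error 0.89, adjusted p = 0.0450). These genes were at -1.75 and -1.12 without L4 replicate 1. All 64 measured genes of mitochondrial ribosomal proteins had a negative fold change, and 26 of them fell with none rising (31 when adjusted over the list alone), with a median of -1.73 relative to all genes (camera, adjusted p = 1.73e-09; adjusted p = 0.33 with an estimated correlation) and of -0.96 without L4 replicate 1. One of these, mrps-28, was at -3.29 with all libraries (adjusted p = 0.0345, edgeR) and at -0.49 without L4 replicate 1 (adjusted p = 0.18). Of 25 measured genes of the tricarboxylic acid cycle, 10 fell and none rose (17 when adjusted over the list alone). The median of this list was -2.28 relative to all genes (camera, adjusted p = 2.46e-06; adjusted p = 0.45 with an estimated correlation) and -1.08 without L4 replicate 1. The mitochondrial malate dehydrogenase mdh-2 had a log2 fold change of -4.21 (standard error 0.94, adjusted p = 0.0182, edgeR), and -2.36 without L4 replicate 1.
Other metabolic genes were also lower. Of 43 measured genes of fatty acid β-oxidation, 16 fell and 2 rose (22 and 2 when adjusted over the list alone), with a median of -1.89 relative to all genes (camera, adjusted p = 1.16e-06; adjusted p = 0.18 with an estimated correlation), and 29 of 44 fell without L4 replicate 1. The enoyl-CoA hydratase gene ech-6 fell by 5.74 on the log2 scale (standard error 1.06, adjusted p = 0.0101, edgeR) (-3.82 without L4 replicate 1), while the carnitine palmitoyltransferase genes cpt-1 and cpt-3 rose, by log2 fold changes of 1.96 (adjusted p = 0.0490) and 5.23 (adjusted p = 0.00676). With the trend of counts with exon length removed cpt-1 was at 0.52 (adjusted p = 0.63). Of 20 measured genes of glycolysis and gluconeogenesis, 9 fell and 1, the hexokinase gene hxk-1, rose (10 and 1 when adjusted over the list alone), though hxk-1 did not pass with the length trend removed (1.67, adjusted p = 0.0650). Their median was -2.24 relative to all genes (camera, adjusted p = 7.85e-04; adjusted p = 0.46 with an estimated correlation) and -1.17 without L4 replicate 1 (adjusted p = 0.0539). The glyceraldehyde-3-phosphate dehydrogenase genes gpd-2 and gpd-3, which are nearly identical and may share reads, were at -4.16 and -3.57 (adjusted p = 0.0265 and 0.0418, edgeR), and at -1.89 and -1.37 without L4 replicate 1. Of 25 measured genes of fatty acid synthesis and desaturation, 5 fell (elo-2, elo-5, elo-6, elo-9 and let-767) and 1, the desaturase gene fat-5, rose (4 and 1 when adjusted over the list alone), and the list did not pass the test (median -0.65 relative to all genes, camera, adjusted p = 0.11; 0.46 with an estimated correlation). With the length trend removed this list passed (median -0.98, camera, adjusted p = 0.0223; 0.60 with an estimated correlation). The log2 fold change of fat-5 was 3.53 (standard error 0.58, adjusted p = 0.00702, edgeR), and that of elo-2, a fatty acid elongase, was -3.19 (standard error 0.66, adjusted p = 0.0143), and -1.99 without L4 replicate 1.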

**Figure 7:**
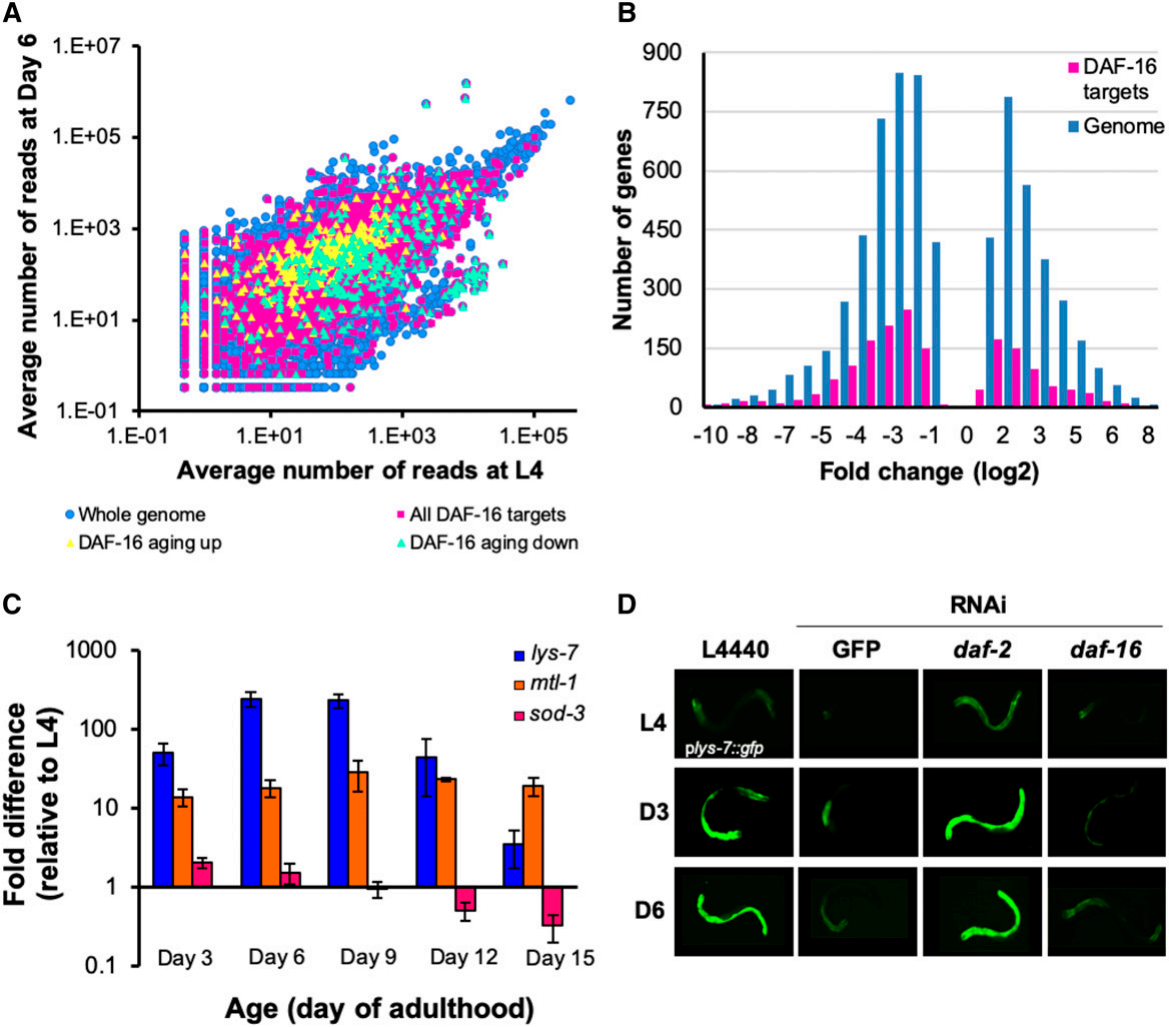
DAF-16 transcriptional activity during aging is dynamic. (A) Differences in gene expression between the L4 larval stage and Day 6 of adulthood are represented in a scatter plot where the average number of reads corresponding to a particular transcript in Day 6 adults is plotted against the average number of reads corresponding to that same transcript in L4 larvae. Each gene is represented as a single dot where blue dots are the entire genome, and pink squares are all DAF-16 targets (see methods for a description for how DAF-16 targets were defined.) Yellow and green triangles are genes reported by Li *et al.* to be up- and downregulated by DAF-16 during aging, respectively. Large changes in gene expression between the two time points lie furthest from the principal diagonal. (B) Histogram showing the distribution of fold changes in gene expression between the L4 larval stage and Day 6 of adulthood in the whole genome (blue) and in DAF-16 targets (pink). Only genes with statistically significant changes (*q* < 0.05) in expression between L4 and Day 6 were considered. (C) Endogenous transcript levels of the DAF-16 targets *lys-7* (blue), *mtl-1* (orange) and *sod-3* (pink) were measured by qRT-PCR at the L4 larval stage and at five points during adulthood. Expression levels were normalized to a housekeeping gene, and the fold difference in gene expression at Days 3, 6, 9, 12, and 15 of adulthood relative to L4 expression levels was calculated by the ΔΔCt method. The average fold change in gene expression at each time point is shown. Error bars represent standard deviation of the mean. (D) The expression of the *in vivo* reporter for DAF-16 activity *Plys-7*::*GFP* was monitored over time by fluorescence microscopy in animals treated with RNAi targeting GFP, *daf-2*, or *daf-16* and compared to control animals treated with an empty RNAi vector, L4440. Shown are representative images of animals at the L4 stage and at Days 3 and 6 of adulthood.

To understand what age-related changes in gene expression might be attributable to DAF-16 transcriptional activity, we created an aggregate catalog of all DAF-16-regulated genes by compiling lists of the transcriptional targets of DAF-16 that have been identified previously (Table S7; McElwee *et al.* 2003; Murphy *et al.* 2003; Tepper *et al.* 2013; Chen *et al.* 2015; Li *et al.* 2019). One set of genes included in our catalog was derived from a recent report that identified genes whose dynamic expression over time requires DAF-16 (Li *et al.* 2019). We designated these as “DAF-16 aging up” or “DAF-16 aging down” to indicate genes that are temporally up- and downregulated by DAF-16, respectively. When the DAF-16 targets in our catalog (3909 genes in total) were mapped onto a scatter plot of gene expression levels at Day 6 *vs.* expression levels at the L4 larval stage, we found that the changes in expression of DAF-16 targets during this period in large part mirror the differential expression of all genes in the *C. elegans* genome between L4 and Day 6 adults (Figure 7A). Some DAF-16 targets were more highly expressed in adult animals while the expression levels of others declined, suggesting that during aging DAF-16 acts as both a transcriptional activator and repressor. 

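Genes long used as readouts of DAF-16 went both ways between L4 and Day 6. The paper's catalog of DAF-16 targets was not used here, and 2 short lists of textbook targets stand in its place. Of 21 measured genes that DAF-16 induces, 6 rose (hil-1, lea-1, lys-7, mtl-1, sip-1 and spp-12), 4 fell (aqp-1, gpd-2, mtl-2 and spp-1) and 11 did not pass the test (6 and 5 when adjusted over the list alone; adjusted p under 0.05, edgeR). Of 10 measured genes that DAF-16 represses, 2 rose (dod-23 and vit-5), 3 fell (dod-17, dod-22 and dod-24) and 5 did not pass the test (4 and 3 when adjusted over the list alone; 5 and 3 without L4 replicate 1). The level of dod-23 was 3.91 ± 1.21 CPM (SD, n = 2) at L4 and 153 ± 57.1 (SD, n = 3) at Day 6, a log2 fold change of 5.26 (standard error 0.70, adjusted p = 0.00451, edgeR). The vitellogenin gene vit-5 had a log2 fold change of 6.61 (standard error 1.80, adjusted p = 0.0329; 5.04 and adjusted p = 0.0767 with the trend of counts with exon length removed), and vit-2 one of 6.27 (standard error 2.18, adjusted p = 0.0667). In the other direction, dod-24 went from 78.0 ± 17.9 CPM (SD, n = 2) at L4 to 3.84 ± 0.94 (SD, n = 3) at Day 6, a log2 fold change of -4.34 (standard error 0.51, adjusted p = 0.00367), and dod-17 had one of -4.11 (standard error 0.57, adjusted p = 0.00462). No library left out ended the calls of dod-17, dod-23 or dod-24. Neither list passed the test as a whole, which does not show a lack of difference for members that go both ways. The median of the induced genes was 0.78 above that of all genes (camera, adjusted p = 0.58; 0.76 with an estimated correlation), and that of the repressed genes was 0.96 above it (adjusted p = 0.75; 0.80 with an estimated correlation).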

Genes identified as being regulated by DAF-16 during aging partitioned as expected when mapped onto the scatter plot, with “DAF-16 aging up” genes mostly above the principal diagonal and “DAF-16 aging down” genes mostly below it. 

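Among the 3430 genes that changed between L4 and Day 6 (adjusted p under 0.05, edgeR), log2 fold changes ran from -10.93 to 11.02, and 85.1% were beyond 5-fold. The middle 50% lay between -3.31 and 3.58, and the middle 90% between -6.89 and 7.47. In the lists of textbook DAF-16 targets, 15 genes changed, 8 upward and 7 downward, and their log2 fold changes ran from -5.19 for dod-22 to 7.57 for spp-12, a saposin-like gene with no count in either L4 library. Fitted values of genes at 0 in one group depend on the prior count, and the measured rise of spp-12 was at least 9.38-fold, against a floor of 3 counts over the group. The middle 50% of these 15 genes lay between -3.74 and 4.76. They are too few to test the width of their range against that of all genes. With DESeq2, 5321 genes changed, with their middle 50% between -3.50 and 2.66.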

Overall, the range of the magnitude of the changes in expression between the L4 larval stage and Day 6 of adulthood was similar between DAF-16 targets and the genome as a whole (Figure 7B). At the same time, DAF-16 seems to be responsible for some of the most dramatic changes in gene expression that take place between L4 and Day 6 of adulthood. We found 351 DAF-16 targets to be upregulated by more than fivefold in Day 6 adults (Table S8). Genes encoding products that contribute to the response to stress and DNA replication are overrepresented in this group (Table S9). 676 DAF-16 targets were detected among genes downregulated by more than fivefold between the L4 larval stage and Day 6 (Table S8). Similar to our analysis of genome-wide changes in expression, the expression of DAF-16 transcriptional targets that function in a number of metabolic processes was reduced in post-reproductive adults (Table S10). 

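Genes of the immune response were split at Day 6. Of 11 measured genes that depend on the p38 kinase PMK-1, a central kinase of the response to pathogens, 6 fell (C17H12.8, C32H11.4, dod-22, irg-4, irg-5 and K08D8.5), 2 rose (mul-1 and sysm-1) and 3 did not pass the test (7 and 2 when adjusted over the list alone; adjusted p under 0.05, edgeR). Their median was -2.46 relative to all genes (camera, adjusted p = 0.0236; adjusted p = 0.46 with an estimated correlation) and -1.31 without L4 replicate 1 (adjusted p = 0.15), and the list did not pass without Day 6 replicate 2 either. C17H12.8 went from 142 ± 106 CPM (SD, n = 2) at L4 to 27.4 ± 7.31 (SD, n = 3) at Day 6, a log2 fold change of -2.38 (standard error 0.61, adjusted p = 0.0285, edgeR; -1.29 without L4 replicate 2), and K08D8.5 had one of -2.80 (standard error 0.64, adjusted p = 0.0192; -1.504 without L4 replicate 1). The genes sysm-1 and mul-1 rose by log2 fold changes of 3.11 (standard error 0.91, adjusted p = 0.0411) and 4.85 (standard error 1.08, adjusted p = 0.0182), from low levels at L4 (0.614 ± 0.536 and 0.334 ± 0.192 CPM, SD, n = 2).
Of 23 measured saposin-like genes, whose products resemble pore-forming proteins, 8 fell, 3 rose (spp-9, spp-12 and spp-21) and 12 did not pass the test (9 and 4 when adjusted over the list alone), and the list did not pass (median -1.39 relative to all genes, camera, adjusted p = 0.13; 0.67 with an estimated correlation). The saposin-like proteins passed without L4 replicate 2 (-2.45, adjusted p = 0.00161) and without Day 6 replicate 1 (-1.73, adjusted p = 0.0397), and were at -0.35 without L4 replicate 1 (adjusted p = 0.40), where 6 rose and 8 fell. With all libraries the share that fell was larger than among the other genes (Fisher's test, adjusted p = 0.00630). Fisher's test takes genes as independent and does not measure variation among libraries, and the correlation estimated in this list was 0.196. The level of spp-17 was 1889 and 168.8 CPM in L4 replicates 1 and 2 and 17.8 ± 9.77 (SD, n = 3) at Day 6, a log2 fold change of -5.85 (standard error 1.16, adjusted p = 0.0127, edgeR; -3.17 without L4 replicate 1), and spp-21 had 0 counts in both L4 libraries and 431 at Day 6, a rise of at least 40.8-fold over a floor of 3 counts. Of 10 measured lysozyme genes, lys-4 and lys-5 fell, lys-7 rose and 7 did not pass the test, as when adjusted over the list alone (camera, adjusted p = 0.29; 0.47 with an estimated correlation). For lys-4 the log2 fold change was -4.91 (standard error 0.71, adjusted p = 0.00527, edgeR), and lys-5, at -4.69 (adjusted p = 0.0378), did not pass without L4 replicate 1 (adjusted p = 0.13). Of 103 measured C-type lectin genes, 21 rose, 16 fell and 66 did not pass the test (22 and 18 when adjusted over the list alone; camera, adjusted p = 0.64, and 0.80 with an estimated correlation; the mean log2 fold change was 0.42 and the median -0.24). With the trend of counts with exon length removed, 21 of these lectin genes rose and 24 fell. Among them clec-87 rose by a log2 fold change of 5.00 (standard error 0.83, adjusted p = 0.00751, edgeR) and overlaps iars-2 on the opposite strand, and clec-48 fell by 3.55 on the log2 scale (standard error 0.77, adjusted p = 0.0169), and by 1.66 without L4 replicate 1. Of 17 measured antimicrobial peptide genes of the nlp, cnc and abf families, 4 rose (abf-2, abf-5, abf-6 and cnc-6). Another 4 fell (cnc-3, cnc-8, nlp-30 and nlp-33), and 9 did not pass the test. When adjusted over the list alone, 6 rose and 4 fell. The list did not pass (camera, adjusted p = 0.38, and 0.74 with an estimated correlation). It passed with the trend of counts with exon length removed (median 1.87 above that of all genes, camera, adjusted p = 0.0179, and 0.60 with an estimated correlation). Of these peptide genes 8 rose and 2 fell without L4 replicate 1. The defensin-like gene abf-2 went from 0.452 ± 0.358 CPM (SD, n = 2) at L4 to 18.9 ± 5.12 (SD, n = 3) at Day 6 (log2 fold change 5.65, adjusted p = 0.00552, edgeR), and nlp-33 had a log2 fold change of -3.78 (standard error 0.77, adjusted p = 0.0137; -2.29 without L4 replicate 2). The call of cnc-8 (-2.86, adjusted p = 0.0462) was lost without L4 replicate 1 (-0.21, adjusted p = 0.62).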

Surprisingly, 32 genes purported to function in innate immunity were also overrepresented among the DAF-16 targets that are downregulated in Day 6 animals. In many cases, these genes were assigned to this functional category because they are induced upon exposure to pathogenic bacteria or fungi (Troemel *et al.* 2006; Engelmann *et al.* 2011). 

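The genes dct-17, dod-22, irg-4, lys-1, spp-1 and C55A6.7 were each lower on average in Day 6 adults than in L4 larvae, and 4 of the 6 passed the test, 3 of them with a change over 5-fold. The most pronounced change was that of dod-22, which lies on chromosome IV from 12965374 to 12967392 (WBcel235). Its level was 23.5 ± 6.95 CPM (SD, n = 2) at L4 and 0.63 ± 0.24 (SD, n = 3) at Day 6, a log2 fold change of -5.19 (standard error 0.62, adjusted p = 0.00377, edgeR), and its call held with each library left out in turn. The gene irg-4, on chromosome IV from 12435833 to 12438236, went from 22.2 ± 12.5 (SD, n = 2) to 2.38 ± 0.98 CPM (SD, n = 3), a log2 fold change of -3.20 (standard error 0.64, adjusted p = 0.0126). For dct-17, on chromosome V from 13727761 to 13730784, the levels were 29.3 ± 4.34 (SD, n = 2) and 7.09 ± 1.82 CPM (SD, n = 3), a log2 fold change of -2.05 (standard error 0.49, adjusted p = 0.0224), under the 5-fold threshold. The saposin-like gene spp-1, on chromosome III from 10355098 to 10355668, was at 233 and 24.8 CPM in L4 replicates 1 and 2 and at 13.6 ± 3.61 (SD, n = 3) at Day 6, a log2 fold change of -3.24 (standard error 0.86, adjusted p = 0.0302). Without L4 replicate 1 it was -0.79 (adjusted p = 0.0752).
The lysozyme gene lys-1, on chromosome V from 10277904 to 10279056, was at 3412 and 371 CPM in L4 replicates 1 and 2 and at 397 ± 138 (SD, n = 3) at Day 6. Its log2 fold change of -2.25 (standard error 1.01) did not pass the test (adjusted p = 0.13, edgeR), passed with DESeq2 (-2.57, adjusted p = 0.0143), and was 0.17 without L4 replicate 1. C55A6.7, on chromosome V from 11519334 to 11520530, was at 0.47 and 12.57 CPM in L4 replicates 1 and 2 and at 1.08 ± 0.63 (SD, n = 3) at Day 6. Its log2 fold change of -2.62 (standard error 1.12, adjusted p = 0.12, edgeR) passed with DESeq2 (-2.64, adjusted p = 0.0444) and without L4 replicate 1 (-3.44, adjusted p = 0.00113), and was 1.204 without L4 replicate 2. With a Day 6 library left out, the calls of dct-17, irg-4 and spp-1 were lost, at adjusted p of up to 0.14, 0.0804 and 0.12. With the replicate as a block, dct-17 and spp-1 did not pass by the title numbers (adjusted p = 0.22 and 0.10), nor did dct-17, spp-1 and irg-4 by the library-name numbers (adjusted p = 0.33, 0.23 and 0.0941).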

Only six (*dct-17*, *dod-22*, *irg-4*, *lys-1*, *spp-1*, and C55A6.7) are reported to result in enhanced susceptibility to pathogens when mutated or targeted by RNAi. Our analysis indicates that as animals age DAF-16 actively modulates the expression of at least a subset of its targets, and stress response genes are included among the targets that are upregulated.

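The stress genes sip-1 and mtl-1 were among the 6 DAF-16-induced genes that rose, while 4 fell. The small heat shock gene sip-1 went from 71.7 ± 3.68 CPM (SD, n = 2) at L4 to 1560 ± 447 (SD, n = 3) at Day 6, a log2 fold change of 4.44 (standard error 0.90, adjusted p = 0.0137, edgeR). It overlaps the noncoding gene F43D9.8 on the opposite strand. The metallothionein gene mtl-1, whose product binds metal ions, also rose, while its paralog mtl-2 fell. Other stress genes of the list did not pass the test. The catalase genes ctl-1 and ctl-2 had log2 fold changes of 0.86 (adjusted p = 0.27, edgeR) and -0.49 (adjusted p = 0.47), and the superoxide dismutase gene sod-3 did not pass either. From the directions of its cataloged targets in these data, the paper reasons that DAF-16 alters the expression of part of its targets as animals age and counts genes of the stress response among those that rise, and it proposes that DAF-16 acts both as an activator and as a repressor.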

While our RNAseq study indicates that DAF-16 transcriptional activity is elevated in Day 6 adults, we wanted to get a better sense of its behavior over the entire course of the worm’s life. Our functional data indicate that DAF-16 becomes activated between the first and third days of adulthood and that it remains important for host defense through Day 9 of adulthood (Figure 2). We wondered whether the timing of an increase in the transcriptional activity of DAF-16 would match our functional analyses, and were curious to know for how long during aging that DAF-16 continues to function as a transcriptional regulator. To answer these questions and to validate the RNAseq results, qRT-PCR was used to measure the age-dependent changes in expression of select DAF-16 targets at the L4 stage and at days 3, 6, 9, 12 and 15 of adulthood (Figure 7C; Table S2). We focused our studies on *lys-7*, *sod-3*, and *mtl-1*, three well-established targets of DAF-16 with roles in the response to environmental stressors (Murphy *et al.* 2003). Surprisingly, each of these genes exhibited a unique temporal expression pattern. Relative to their levels in L4 larvae, the expression levels of both *lys-7* and *mtl-1* were elevated throughout adulthood, beginning at least as early as Day 3 and continuing until Day 15. The highest expression of *lys-7* occurred at Day 6 of adulthood, gradually declining as worms aged but never dropping to L4 levels of expression. *mtl-1* levels remained relatively constant throughout aging, with little appreciable decline in expression even in the oldest animals tested. The age-dependent expression of *sod-3* followed a completely different pattern. Although there was a small increase in its expression in Day 3 and Day 6 adults, by Day 9 the expression of *sod-3* was slightly less than at L4, and its levels continued to diminish as time went on. Our results indicate that DAF-16 becomes activated in early adults and that it continues to remain transcriptionally active throughout aging, even at very late stages of adulthood.

As an additional line of inquiry into the transcriptional activity of DAF-16 during aging, we sought to uncover *in vivo* evidence for the age-dependent increase in expression of DAF-16 targets using a fluorescent reporter. The most widely used DAF-16 reporter is *sod-3*::*gfp* in which GFP expression is driven by the promoter of *sod-3*, a gene that encodes a broadly expressed mitochondrial superoxide dismutase (Libina *et al.* 2003). Unlike *lys-7* and *mtl-1*, we did not identify *sod-3* as a gene that is upregulated during adulthood in our RNAseq study, and by qRT-PCR we detected a progressive decrease in its expression in older worms (Figure 7C). Accordingly, we were unable to detect an increase in *sod-3*::*gfp* expression during aging by fluorescence microscopy (data not shown). 

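Of these 3 targets, lys-7 and mtl-1 rose between L4 and Day 6, and the level of sod-3 could not be told apart from that of L4. The gene lys-7 encodes a lysozyme and lies on chromosome V from 3481432 to 3482600 (WBcel235). Its level was 53.5 ± 43.5 CPM (SD, n = 2) at L4 and 564 ± 164 (SD, n = 3) at Day 6, a log2 fold change of 3.39 (standard error 0.87, adjusted p = 0.0275, edgeR). The gene mtl-1, on chromosome V from 6691371 to 6691863, had 3 counts in the L4 libraries together and 312 at Day 6. The ratio after scaling to TMM library sizes was 29.6 (95% exact interval 10.0 to 144.1, for counting error only). The fitted log2 fold change of mtl-1 was 5.08 (standard error 1.07, adjusted p = 0.0154, edgeR), and 9.47 without L4 replicate 2, where L4 had no count of it. The gene sod-3, on chromosome X from 17092753 to 17094306, was at 0 and 1.39 CPM in L4 replicates 1 and 2 and at 2.87 ± 1.48 (SD, n = 3) at Day 6, a log2 fold change of 1.82 (standard error 1.14, adjusted p = 0.25, edgeR). It overlaps C08A9.3 and lido-1 on the opposite strand. All 3 genes were higher in each Day 6 library than in each L4 library. With the replicate as a block, lys-7 no longer passed the test (adjusted p = 0.11 by the title numbers and 0.20 by the library-name numbers), nor did mtl-1 by the library-name numbers (adjusted p = 0.0818). Leaving out a Day 6 library ended the calls as well, at adjusted p of up to 0.11 for lys-7 and 0.0765 for mtl-1, and without L4 replicate 2, where L4 is 1 library with no sod-3 count, sod-3 passed (adjusted p = 0.00567).

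**Figure D2:**
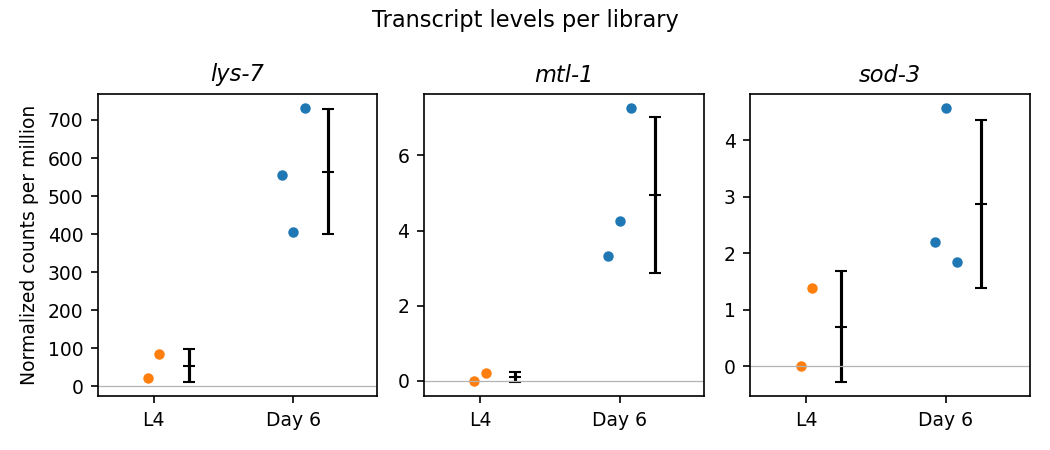
Normalized CPM (vertical axis) of lys-7, mtl-1 and sod-3 in the libraries of L4 larvae and Day 6 adults. Points are single libraries, and the bars to their right are the mean and SD of 2 L4 and 3 Day 6 libraries. The mean of lys-7 goes from 53.5 to 564 and that of sod-3 from 0.695 to 2.87.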

Other *in vivo* sensors of DAF-16 activity were generated in a previous study describing the specificity of the *C. elegans* innate immune response (Alper *et al.* 2007). In one of them the promoter of *lys-7* is fused to *gfp*, driving the expression of GFP in intestinal cells. Since *lys-7* was among the genes that we found to be strongly upregulated throughout adulthood, we chose to study the expression pattern of the *Plys-7*::*gfp* reporter over time after first creating a new strain of *C. elegans* (VIL001) where *Plys-7*::*gfp* is chromosomally integrated. Microbial infection induces *lys-7* expression, and *lys-7* is required for resistance to bacterial pathogens, suggesting a direct role for LYS-7 in innate immunity as an antimicrobial factor (Mallo *et al.* 2002; Evans *et al.* 2008; Nandakumar and Tan 2008; Kawli and Tan 2008; Boehnisch *et al.* 2011). By homology to the LYS4 gene of the parasite *Entamoeba histolytica*, the product of *lys-7* is predicted to be secreted into the intestinal lumen and to kill bacterial cells through hydrolytic destruction of prokaryotic cell wall peptidoglycans (Leippe 1999; Mallo *et al.* 2002). We monitored *Plys-7*::*gfp* expression during aging by fluorescence microscopy in a population of age-synchronized animals maintained under standard laboratory conditions with *E. coli* as the food source (Figure 7D, L4440). While the expression of the reporter was initially low in L4 larvae, GFP expression increased by Day 3 of adulthood, and it was robustly expressed in Day 6 animals. To confirm that the age-dependent increase in *Plys-7*::*GFP* expression was dependent upon DAF-16, we treated animals with RNAi targeting *daf-16* and, as a control, *daf-2*. Whereas knockdown of *daf-2* caused the reporter to be expressed at higher levels than in untreated control animals at all time points (with a rather modest increase in expression at L4), RNAi inhibition of *daf-16* suppressed the age-dependent increase in *Plys-7*::*gfp* expression (Figure 7D; Figs. S4, S5, S6). Knocking down *pmk-1* had no influence on the expression of *Plys-7*::*gfp* at any age (Figs. S4, S5, S6). These data indicate that *lys-7* is a target of DAF-16 in wild type adult animals, and that DAF-16 is responsible for upregulating *lys-7* during aging. Taken together, our analysis of the transcriptional activity of DAF-16 suggests that during normal aging in unstressed wild type animals a sustained increase in the transcriptional activity of DAF-16 begins during the reproductive phase and persists throughout adulthood. Our observations indicate that during this time, DAF-16 modulates the expression of a fraction of its complete repertoire of transcriptional targets, some of which contribute to countering challenges from acute stressors.

### Functional analysis of SMK-1 in DAF-16-mediated innate immunity during adulthood

Our data implying a role for DAF-16 in host defense that is restricted to adulthood raises the question of how its activity is regulated as animals age. While the transcriptional activity of DAF-16 is controlled in part through phosphorylation by upstream components of the insulin signaling pathway, its function is also regulated by nuclear factors that control the access of DAF-16 to its targets and influence its transcriptional output (Mukhopadhyay *et al.* 2006). Several such factors interact either genetically or physically with DAF-16, yet so far only two, HSF-1 and SMK-1, have been shown to be required for the extended lifespan of *daf-2* mutants (Hsu *et al.* 2003; Samuelson *et al.* 2007). Both are also required for normal lifespan of wildtype animals (Garigan *et al.* 2002; Wolff *et al.* 2006; Lee *et al.* 2009; Chiang *et al.* 2012). HSF-1 and SMK-1 may therefore specifically govern the expression of a subset of DAF-16 targets that promote longevity and survival. Indeed, HSF-1 appears to predominantly control the expression of genes necessary for the response to thermal stress (Hsu *et al.* 2003). SMK-1, in comparison, regulates the expression of DAF-16 targets that are important for counteracting the effects of different stressors including UV radiation, reactive oxygen species, and bacterial pathogens (Wolff *et al.* 2006). We therefore reasoned that SMK-1 may be the more likely candidate to regulate the function of DAF-16 in the host defense of adult *C. elegans*.

To investigate the possibility that SMK-1 regulates DAF-16 in an age-dependent manner, we first asked whether SMK-1 influences the transcriptional activity of DAF-16 in adult worms. RNAi was used to inactivate SMK-1 in a synchronized cohort of worms harboring the *Plys-7*::*GFP* transgene beginning at the L1 larval stage. GFP expression levels were then monitored by fluorescence microscopy at the L4 larval stage and at Day 6 of adulthood (Figure 8A). Mimicking the effect of knocking down *daf-16*, RNAi treatment directed against *smk-1* prevented the age-dependent increase in the expression of the reporter in Day 6 adults. This result suggests that SMK-1 is required for the increase in DAF-16 transcriptional activity during aging.

**Figure 8:**
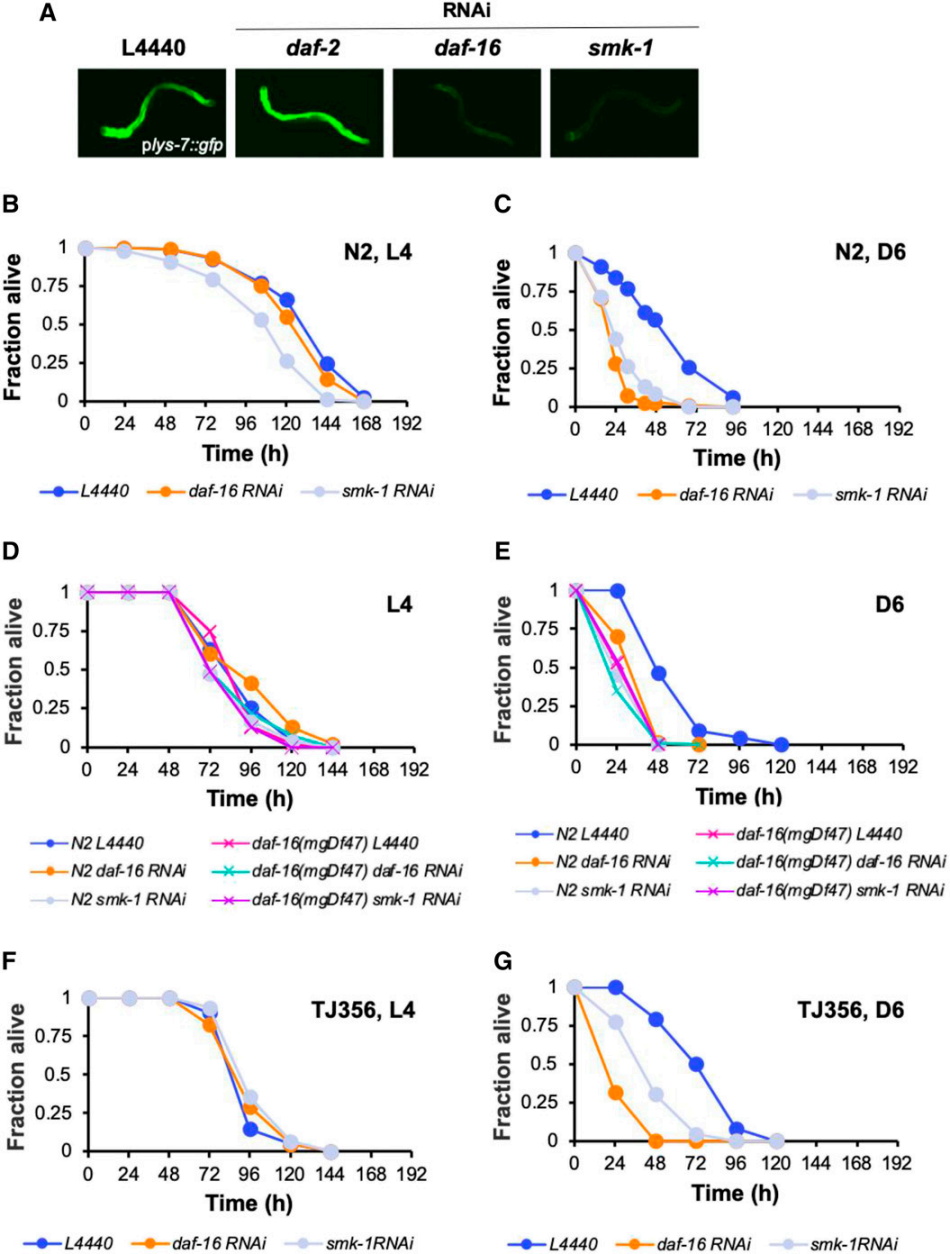
SMK-1 is required for DAF-16-mediated immunity during adulthood. (A) The expression of the DAF-16 reporter *plys-7*::*GFP* is shown in Day 6 animals that were treated with RNAi targeting the indicated genes beginning at the L1 larval stage. (B) L4 or (C) Day 6 adult N2 wild type *C. elegans* were infected with *P. aeruginosa* PA14 after being treated with RNAi targeting either *daf-16* (orange) or *smk-1* (gray) beginning at the L1 larval stage. L4440 (blue) is an empty RNAi vector control. (D) L4 or (E) Day 6 N2 wild type worms (filled circles) or *daf-16**(**mgDf47**)* mutants (denoted by X) were infected with *P. aeruginosa* after initiating RNAi treatment to knock down *daf-16* or *smk-1* at the L1 larval stage. The color scheme indicating the RNAi treatments for N2 animals is as described for panels (B) and (C). For *daf-16* mutants pink is the L4440 vector control, turquoise corresponds to *daf-16* RNAi and purple is *smk-1* RNAi. (F) L4 or (G) Day 6 adult TJ356 animals that overexpress DAF-16 were infected with *P. aeruginosa* after being subjected to RNAi to reduce the expression of either *daf-16* (orange) or *smk-1* (gray) beginning at the L1 larval stage. L4440 (blue) is an empty RNAi vector control. The fraction of animals alive is plotted as a function of time. Data for survival of animals following *P. aeruginosa* infection are representative of multiple independent replicates.

We next sought to uncover functional evidence to corroborate the results of our transcriptional reporter analysis. Our hypothesis was that if DAF-16-mediated immunity in adult *C. elegans* is dependent upon SMK-1, then interventions to disrupt the function of SMK-1 should phenocopy the *daf-16* loss-of-function in bacterial infection assays. We again turned to an RNAi approach to explore this possibility. Beginning at the L1 larval stage, *smk-1* was knocked down in a synchronized population of N2 worms, which were then challenged with *P. aeruginosa* at L4 and at Day 6 of adulthood. In a departure from what we observed when inactivating DAF-16 by RNAi, in L4 larvae *smk-1* knockdown resulted in a small but significant increase in susceptibility to bacterial pathogen (*P* = 0.0342; Figure 8B; Table S3). Aging exacerbated this phenotype. Similar to the effect of knocking down *daf-16*, RNAi targeting *smk-1* shortened the median survival time of Day 6 adult worms infected with *P. aeruginosa* by almost twofold compared to untreated control animals (*P* = 0.00209, Figure 8C; Table S3). These data are consistent with a role for SMK-1 in innate immunity that, similar to DAF-16, becomes more important during adulthood.

That inhibiting the expression of *daf-16* and *smk-1* causes similar phenotypes at Day 6 implies that the two genes act in the same pathway during aging in wild type animals, just as they are reported to do in *daf-2**(**e1370**)* mutants (Wolff *et al.* 2006). If this is the case, then combining a deficiency in both genes in the same animal should not produce an additive effect. To test this prediction and to further investigate the interaction between *smk-1* and *daf-16* during aging, RNAi was used to reduce the expression of *smk-1* in both wild type and *daf-16**(**mgDf47**)* mutants. We then compared their survival to untreated control animals upon infection with *P. aeruginosa* at the L4 larval stage and at Day 6 of adulthood (Figure 8 D, E). Knocking down *smk-1* did not compound the enhanced susceptibility phenotype of *daf-16**(**mgDf47**)* worms when infected as either L4 larvae or as Day 6 adults. That is, at those ages the survival trajectories of *daf-16**(**mgDf47**)* mutants treated with RNAi targeting *smk-1* was similar to that of *daf-16**(**mgDf47**)* control animals and to wild type worms treated with RNAi directed against *daf-16*. These data argue that *daf-16* and *smk-1* function as part of the same genetic pathway during aging in *C. elegans*.

Our functional characterization of *smk-1* during aging indicates that it may be necessary for the increased activity of DAF-16 during adulthood that contributes to host defense. If this is the case, we predicted that *smk-1* would be required to bring about any potential benefit that overexpression of *daf-16* might confer to infected worms. To test this hypothesis, we used RNAi to knock down the expression of *smk-1* or *daf-16* beginning at the L1 larval stage in *C. elegans* strain TJ356 that expresses DAF-16::GFP (Henderson and Johnson 2001). These animals were then infected with *P. aeruginosa* at either the L4 larval stage or at Day 6 of adulthood. Similar to what we observed in a previous experiment (Figure 4) we did not observe increased resistance to infection of TJ356 worms at the L4 stage (Figure 8F). The median lifespan of infected L4 TJ356 animals was comparable to that of wild type worms, and it was unchanged by inhibiting the expression of either *daf-16* or *smk-1*. TJ356 worms grown under feeding-based RNAi conditions did not display the marked resistance to *P. aeruginosa* infection that animals raised on *E. coli* OP50 did (Figure 8G; compare to Figure 4E). Instead, control animals maintained an L4-like median lifespan when they were infected with *P. aeruginosa* at Day 6 of adulthood, suggesting that the effect of overexpressing DAF-16 under these growth conditions is to stave off the immunosenescence observed in wild type adults. This bolstered host defense requires SMK-1. Inhibiting the expression of *smk-1* reduced the median survival of infected Day 6 TJ356 animals, as did knockdown of *daf-16* (Figure 8G; Table S3). This result provides further evidence that SMK-1 contributes to innate immunity specifically during aging, just as DAF-16 does.

## Discussion

In this study we sought to determine whether in the face of declining PMK-1 activity in adulthood other pathways might emerge as the predominant mediators of host defense in adult *C. elegans*. For the first time, we demonstrate a functional requirement for DAF-16 in innate immunity specifically during aging. Our functional characterization of DAF-16 over time from the L4 larval stage to the ninth day of adulthood suggests that the timing of its contribution to innate immunity is reciprocal to that of PMK-1. That is, as PMK-1 protein levels fall during aging and therefore minimize its function in immunity, the role of DAF-16 becomes more important after the L4 stage, as it is activated once animals transition to reproductive maturity (Figure 2) (Youngman *et al.* 2011). Our results suggest that the transcriptional activity of DAF-16 increases in an age-dependent manner, even in wild type *C. elegans* maintained under normal conditions in the absence of any environmental stresses (Figure 7). Both the transcriptional activity of DAF-16 and its role in immunity in adult animals require *smk-1* (Figure 8), suggesting that, as is the case when it is activated in response to stress in younger worms, DAF-16 cooperates with other proteins to carry out its function in adults (Mukhopadhyay *et al.* 2006). Taken together, the observations we report here indicate that not all pathways that protect animals from infection are in decline during aging. Instead, in adulthood immunity is remodeled such that there may be a shift from one set of immune pathways that combat infection earlier in life to other pathways that take over the duty of host defense later on.

The contribution of DAF-16 to lifespan was established in studies demonstrating that it is required for the extended lifespan of *daf-2* mutants (Kenyon *et al.* 1993). The critical window for this activity of DAF-16 does not appear to occur during larval development since delaying knockdown of *daf-16* in *daf-2**(**e1370**)* mutants until early adulthood is sufficient to completely suppress the *daf-2* longevity phenotype (Dillin *et al.* 2002). Waiting even longer to block the function of DAF-16 (until Day 6 or Day 15 of adulthood) by RNAi treatment still partially suppresses *daf-2*, shortening the lifespan of *daf-2**(**e1370**)* to some degree. These experiments demonstrate that DAF-16 is capable of functioning late into adulthood in *C. elegans*, especially under conditions in which signaling through the IIS pathway is disrupted. Whether DAF-16 is normally activated as part of the aging process in wild type animals, however, cannot be discerned from these studies.

Since DAF-16 must translocate from the cytosol to the nucleus to carry out its cellular function as a transcriptional regulator, more direct assessments of the timing of DAF-16 activation during aging in previous studies have largely relied upon detecting (and often quantifying) the proportion of nuclear-localized DAF-16 over the course of the worm’s life, with the caveat that the mere presence of DAF-16 in the nucleus is not sufficient for its activation (Henderson *et al.* 2006; Berdichevsky *et al.* 2006). Interestingly, even in cases where DAF-16 is found to be mostly cytosolic, its transcriptional targets are still expressed (Dues *et al.* 2016) and physiological processes that are dependent upon DAF-16 activation appear to go on as normal (Baxi *et al.* 2017). We encountered a similar phenomenon in studies. Our functional analyses clearly demonstrate an age-dependent role for DAF-16 in innate immunity even though DAF-16 is not completely localized to nuclei across entire synchronized cohorts of adult animals. These observations make evident the need for functional characterization to substantiate conclusions regarding the activity of DAF-16 based on its subcellular localization. Our studies address potential discrepancies between temporal DAF-16 localization and other data by systematically testing the functional requirement for DAF-16 over time, and they establish a role for DAF-16 in innate immunity that is exclusive to adulthood.

Despite indications that DAF-16 activity may be repressed by fertilized oocytes during reproduction (Miyata *et al.* 2008), a majority of studies of DAF-16 localization have found that at least a fraction of DAF-16 is nuclear early on in reproduction (Lin *et al.* 2001; Weinkove *et al.* 2006; Tepper *et al.* 2013; Baxi *et al.* 2017; Li *et al.* 2019), and functional evidence from our study (Figure 2) and others verifies that it is active at that time (Baxi *et al.* 2017; Li *et al.* 2019). There is a lack of consensus among prior studies, however, regarding what happens to DAF-16 later in life in *C. elegans*. Some studies show an efflux of DAF-16 out of the nucleus as *C. elegans* age with a corresponding decline in efficiency of DAF-16-dependent functions that becomes evident at the end of reproduction (Weinkove *et al.* 2006; Tepper *et al.* 2013; Baxi *et al.* 2017). Others point to the beginning of the post-reproductive period as the very time when DAF-16 nuclear enrichment is at a maximum (Gurkar *et al.* 2018; Li *et al.* 2019). This is coincident with the point at which an increase in the expression of the *daf-16a* and *daf-16d/f* isoforms after the L4 stage reaches a peak (Bansal *et al.* 2014). The results of our functional analyses indicate that DAF-16 becomes activated early in adulthood and that it remains active throughout the postreproductive period of life in *C. elegans*.

Our data are consistent with DAF-16 being active at the height of reproduction in hermaphrodite *C. elegans*, as the loss of *daf-16* function first results in enhanced susceptibility to bacterial infection at the second day of adulthood (Figure 2). Consistent with a recent report demonstrating increased expression of DAF-16 targets at Day 2-3 of adulthood (Li *et al.* 2019), we were able to narrow the timing of the onset of increased DAF-16 activity during aging to Day 2 of adulthood in part because this is the first age at which *daf-16* mutants die faster from bacterial infection than their age-matched wildtype counterparts (Figure 2C). Around this same time, at Day 3 of adulthood, we detected elevated levels of genes regulated by DAF-16 (Figure 7C). The expression of some of these genes increased even further as worms aged and remained elevated for more than half of the worm’s lifespan, suggesting that there may be a progressive increase in the transcriptional activity of DAF-16 over time. This is likely directed particularly at select genes, as only a subset of the total catalog of DAF-16 targets were differentially regulated during aging (Figure 7A, Table S8). Fine tuning of the transcriptional output of DAF-16 in adult animals may be achieved at least in part by differences in the relative activity of DAF-16 isoforms that have been shown to have both discrete and overlapping targets (Chen *et al.* 2015). Our functional analysis of *daf-16* isoforms supports this possibility (Figure 6). Although multiple isoforms of *daf-16* may be expressed and their products activated in adult animals, we uncovered several lines of evidence to suggest that DAF-16a is the predominant active form of the protein in adult animals. First, overexpression of DAF-16a caused Day 6 adult *C. elegans* to become resistant to bacterial infection (Figure 4E). Second, DAF-16a::GFP could be detected in the nuclei of several different tissue types in Day 6 adult animals (Figure 5) Third, when specific isoforms of *daf-16* were targeted by RNAi, knockdown of *daf-16a* but not *daf-16d/f* resulted in a significant reduction in the survival of Day 6 adults infected with *P. aeruginosa* (Figure 6B). Future studies to specifically investigate DAF-16a are expected to reveal its direct transcriptional targets in older animals.

While the subset of transcriptional targets of DAF-16 that are upregulated during aging encodes products that contribute to a number of different cellular processes (Table S9) we found that there is a discrete functional requirement for DAF-16 in innate immunity in adult *C. elegans*. Neither *daf-16* loss-of-function mutants nor animals treated with RNAi targeting *daf-16* were more susceptible to *P. aeruginosa* at the L4 larval stage, but they became more susceptible to the pathogen when infected as adults (Figures 1 and 2). This is the opposite of the scenario that was previously reported for *pmk-1**(**km25**)* mutants (Youngman *et al.* 2011) and that we recapitulated here where *pmk-1**(**km25**)* larvae exhibit a more severe sensitivity to pathogen than adults (Figure 1). Therefore, whereas PMK-1 seems to contribute to innate immunity in larvae and younger adults, in a reciprocal fashion, DAF-16 becomes increasingly important for host defense as animals age. In fact, our data suggest that it is required exclusively during adulthood to confer resistance to bacterial pathogens (Figure 3), mirroring its timing requirement for lifespan determination (Dillin *et al.* 2002).

The activation of DAF-16 during aging does not depend upon an induced response to environmental insults, which in any case appears to wane during adulthood (Dues *et al.* 2016). Rather, we observed an age-dependent increase in DAF-16 activity in the absence of acute stress (Figure 7C, D). Although the identity of the upstream trigger that stimulates DAF-16 to become activated during aging is not known, one possibility is that the repressive signal through the IIS pathway may be attenuated as animals age. In our hands animals overexpressing DAF-16 died from infection at the same rate as control animals when challenged at the L4 larval stage, but they became resistant to bacterial infection at Day 6 of adulthood (Figure 4E). If all of the additional copies of DAF-16 present in the transgenic animals were immediately activated then the L4 animals should have also been resistant to *P. aeruginosa* infection because they would have been expressing higher levels of immune effectors leading up to their encounter with the pathogen. That the benefit of DAF-16 overexpression is delayed until adulthood is consistent with a model in which inhibition of DAF-16 via the IIS pathway is counteracted in an age-dependent manner. Accordingly, the pathogen resistance phenotype associated with the two hypomorphic *daf-2* mutations that we studied (*e1368* and *e1370*) did not fully manifest until worms reached adulthood (Figure 4). Putative negative regulation of the IIS pathway with age is likely to occur downstream of the DAF-2 receptor since the transcript levels of its agonists do not decline over time (Li *et al.* 2019).

Regardless of the nature of the upstream input that stimulates DAF-16 activation in adult worms, our data indicate that its age-dependent function requires SMK-1. SMK-1 is the *C. elegans* ortholog of an evolutionarily conserved regulatory subunit of the phosphoprotein phosphatase 4 (PP4) complex (Kim *et al.* 2007). In diverse species, the PP4 catalytic subunit forms a trimeric complex with two other proteins that regulate its enzymatic function and determine its substrate specificity (Cohen *et al.* 2005; Sousa-Nunes *et al.* 2009). Acting to antagonize the function of a host of kinases, the PP4 complex carries out critical regulatory functions. For example, in vertebrates PP4 is important for the proliferation and homeostatic expansion of T cells (Liao *et al.* 2014), and it positively regulates VDJ recombination during B cell development (Su *et al.* 2013). In both yeast and mammals, PP4 functions in the response to genotoxic stress by limiting the duration of DNA damage checkpoints and promoting the recovery from double strand break repair (Lee *et al.* 2010, 2012; Kim *et al.* 2011; Shaltiel *et al.* 2014). The *C. elegans* ortholog of the catalytic subunit of the PP4 complex is PPH-4.1, and in an *in vitro* expression system it physically interacts with SMK-1 (Kim *et al.* 2007). During embryogenesis in *C. elegans*, the SMK-1/PPH-4.1 complex functions to establish asynchrony in the progenitors of different cell lineages by preventing the ATR-Chk1 checkpoint pathway from responding to DNA damage. As a result, ATR-Chk1 controls the timing of cell divisions exclusively in response to developmental cues.

Separate from its role in development, SMK-1 plays a role in lifespan determination in *C. elegans*, as evidenced through functional characterization of SMK-1 in *daf-2**(**e1370**)* mutants (Wolff *et al.* 2006). For example, the extended lifespan of *daf-2**(**e1370**)* mutants requires *smk-1*. Similar to knockdown of *daf-16*, inhibiting the expression of *smk-1* suppresses the resistance of *daf-2**(**e1370**)* mutants to oxidative stress, ultraviolet irradiation, and bacterial infection. At the molecular level the increased level of expression of several DAF-16 transcriptional targets in *daf-2**(**e1370**)* animals, including *sod-3*, is dependent upon *smk-1*. These data indicate that SMK-1 modulates the function of DAF-16 under conditions in which DAF-16 is constitutively activated because of the absence of an inhibitory signal through the IIS pathway. Our work builds upon these observations. We found that SMK-1 contributes to longevity not only in genetic backgrounds where DAF-16 is chronically derepressed but also during normal aging in wildtype animals by facilitating DAF-16-mediated stress resistance. Similar to *daf-16* loss-of-function mutants, animals subjected to RNAi targeting *smk-1* show a more pronounced sensitivity to bacterial infection as adults than they do as late larvae (Figure 8B, C), suggesting that the functional requirement for SMK-1 is during adulthood as it is for DAF-16.

The shift to primarily DAF-16-mediated immunity during adulthood may be a matter of energetic economy. Age-related changes to feeding behavior in *C. elegans* reduce the intake of food (Huang *et al.* 2004), potentially creating a scarcity of resources to be distributed among multiple layers of host defense. In anticipation of challenges that are yet to be encountered later in life, devoting what resources remain to activating molecules such as DAF-16 that confer protection from a broad spectrum of environmental insults would allow the worm to diversify its means of responding to stressors in return for a relatively small energetic investment.

How the deposited data were processed for this re-analysis (not part of the article)

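RNA-seq counts of wild type N2 C. elegans were analysed, 2 libraries from L4 larvae and 3 from Day 6 adults, all fed E. coli HT115 with the empty vector L4440. The counts are whole numbers per gene, made by the authors before the files were deposited: the paper's methods give rRNA depletion, strand-specific cDNA, alignment of single reads to the WS254 release of WormBase with TopHat2 and counting with featureCounts, in versions the paper does not give. The strand setting of the counting and the treatment of reads that match several genes are not stated in the paper's text. The normalization with edgeR, the voom transformation and the DESeq2 test of the authors came after these counts and are not in them. Features were named through WormBase IDs for 17858 of them and otherwise by locus tag or alias, and coordinates and exon lengths came from Ensembl annotation of WBcel235. No feature lies on the mitochondrial chromosome and none is an rRNA gene. Counts were 0 in all 5 libraries for 1088 features.

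Day 6 was compared with L4 in R 4.3.3 with edgeR 4.0.16, by a quasi-likelihood test on counts after TMM normalization. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 12758 genes. P values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05. Counts of genes over 5-fold also needed a fitted fold change over 5. In genes with no count in either L4 library the change is given as a lower bound, against a floor of 3 counts over the group, and with 1 to 3 counts as a ratio with its exact 95% interval, which covers counting error and no difference between animals. Log2 CPM values used a prior count of 2, and fitted fold changes the default of edgeR.

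Gene lists were fixed before the data were examined, as were the tests and the alternatives unless stated. There were 42 lists, of which 2 (mitochondrially encoded genes of oxidative phosphorylation and rRNA genes) had no feature in the files, and 40 were tested. Each list was compared with all other tested genes by camera in limma 3.58.1, on voom values and with a preset correlation between genes of 0.01, and adjusted over the 40 lists. Calls adjusted over the genes of a list alone are given beside those adjusted over all genes. Of the 40 lists, 24 passed with the preset correlation, none when the correlation was estimated from the 5 libraries, and 17 with fry, which does not compare a list with other genes. The preset correlation does not account for libraries that differ as a whole. The lists were textbook genes and gene families. The genes to be named were those the paper names, the 6 largest rises and 6 largest falls among genes with a mean of at least 10 CPM and no overlap between the groups, and for each list up to 2 genes that rose and up to 2 that fell, of the highest mean level. Other genes named as members of a small count were chosen after their values were seen. One of the largest rises is left out because a gene of nearly the same sequence shares its name.

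The alternatives were median-ratio (RLE), upper-quartile and library size normalization; DESeq2 1.42.0 without and with shrunken fold changes; voom; no filter on low counts; at least 1 CPM in 2 libraries; glmTreat against a 5-fold change; each library left out in turn; and the replicate as a block, by the numbers in the sample titles or in the library names, which conflict for L4. A lone L4 library was assumed to vary like the Day 6 libraries. Removing the trend of counts with exon length in each library (lowess, span 0.3), alone and together with leaving out L4 replicate 1, was added after the data were seen. The catalog of DAF-16 targets and the tables of gene ontology terms of the paper were not used here, and daf-2 was not analysed here.

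The test was tested on simulated data built from these counts, with 200 genes changed. Of the genes changed 3-fold, 0% were called in the right direction, of those changed 5-fold 1.03%, and of those changed 10-fold 23.1%, and none of 12151 unchanged genes was called. The counts of each gene were drawn independently, around a mean shared by all libraries apart from depth and the set changes. They hold no length trend, no departure of a whole library and no correlation between genes, so they do not give the share of false calls in the real data. These shares hold for 200 changed genes. With more genes changed the adjustment is less strict, so they do not give the share of changes missed between Day 6 and L4. Values were tabulated with pandas 2.3.3 in Python 3.11.15 and drawn with matplotlib 3.10.9.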

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

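Removing the exon length trend, alone or with L4 replicate 1 left out, was chosen after the data were seen. The other alternatives were set before. The alternative that leaves out rRNA genes was not run, since no rRNA gene is among the features.

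The counts of genes stayed within 1.5 times of the reported ones with RLE and upper-quartile normalization, voom, both other filters and the length trend removed. By library size only, 149 genes rose and 159 fell over 5-fold (150 and 175 at any fold). With glmTreat the counts were 303 and 361. With the replicate as a block, 817 rose and 645 fell by the title numbers and 412 and 359 by the library-name numbers, all over 5-fold. DESeq2 gave 2440 falls over 5-fold and 3015 at any fold, and 2360 and 3024 with shrunken fold changes, over 14590 genes. With the length trend removed and L4 replicate 1 left out, 2076 fell over 5-fold, and 3666 rose and 3484 fell at any fold. Leaving out each library in turn gave 240 to 3484 rises and 298 to 2064 falls over 5-fold, and 240 to 4837 rises and 298 to 3450 falls at any fold. The low ends are without Day 6 replicate 3 (rises) and Day 6 replicate 1 (falls), and the high ends without L4 replicate 2 (rises) and L4 replicate 1 (falls). The cause was not tested. The median log2 fold change of all genes was 0.0818 as reported, and -0.139 with RLE, -0.222 with upper quartile, 0.455 by library size only, 0.276 with voom, 0.373 with no filter, 0.338 and 0.389 with the blocks, 1.05 without L4 replicate 2 and -0.324 with the length trend removed. List values are relative to it.

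The rise of lys-7 did not pass by library size only (3.32) or with either block (3.43 and 3.63), nor that of mtl-1 by library size only (5.38) or with the library-name block (5.67). The cause was not tested. Leaving out each library gave 2.81 to 4.64 for lys-7, 4.66 to 9.47 for mtl-1 and 1.13 to 8.70 for sod-3. Of the other called single genes cnc-8 changed sign, to 0.33 with the length trend removed and L4 replicate 1 left out. Genes that were not called changed sign under at least 1 alternative too: lys-1, C55A6.7, daf-16, pmk-1, skn-1, pph-4.1, tba-1, pbs-1 and rpn-7. Single genes that lost their call numbered 83 by library size only, 56 and 83 with the blocks, 85, 72 and 91 without Day 6 replicates 1, 2 and 3, and at most 16 under any other alternative.

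With the correlation between genes estimated, lists kept their medians and no longer passed: PMK-1-dependent effectors (-2.46), oxidative stress (-1.42), DNA repair (2.41), telomere maintenance (1.83), proteasome (-1.505), ubiquitin ligation (0.60), DNA replication (2.02), oxidative phosphorylation (-3.01), mitochondrial ribosomal proteins (-1.73), tricarboxylic acid cycle (-2.28), glycolysis (-2.24) and β-oxidation (-1.89). With fry the same medians of the PMK-1-dependent effectors, proteasome, oxidative phosphorylation, tricarboxylic acid cycle and glycolysis did not pass. PMK-1-dependent effectors also did not pass by library size only (-1.78), with the length trend removed (-2.37) or with L4 replicate 1 left out too (-1.13), and oxidative stress with no filter (-1.45) or with the length trend and L4 replicate 1 removed (-0.12). Saposin-like genes passed by library size only (-0.74), with the CPM filter (-1.79) and with the library-name block (-1.26). Fatty acid synthesis (-0.98) and the antimicrobial peptides of the nlp, cnc and abf families (1.87) passed with the length trend removed. Hypodermis and seam markers passed with either block. Histones did not pass with RLE, with no filter or with the length trend removed, where their median changed sign (0.18). With the length trend removed and L4 replicate 1 left out, proteasome (0.15), cytosolic ribosomal protein (0.76) and histone genes (0.90) changed sign. The cause was not tested.

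Lists that no longer passed were PMK-1-dependent effectors, oxidative stress, glycolysis, proteasome and histones without L4 replicate 1, ubiquitin ligation and the embryo genes without L4 replicate 2, and PMK-1-dependent effectors and histones without Day 6 replicate 2. Lists that came to pass were UDP-glucuronosyltransferases and pharynx markers without L4 replicate 1, cytochrome P450s without L4 replicate 2, and saposin-like genes without L4 replicate 2 or Day 6 replicate 1. Leaving out each library in turn gave these ranges of list medians, where in most lists L4 replicates 1 and 2 set the ends: DAF-16-induced 0.64 to 1.199, DAF-16-repressed 0.74 to 1.24, PMK-1-dependent effectors -3.36 to -1.31, lysozymes -1.34 to -0.04, saposin-like -2.45 to -0.35, C-type lectins -0.73 to -0.33, heat shock -1.01 to -0.003, oxidative stress -2.74 to -0.22, DNA repair 1.99 to 3.02, telomere maintenance 1.39 to 1.90, proteasome -3.19 to 0.0698, ubiquitin ligation 0.0505 to 0.74, DNA replication 1.03 to 2.44, oxidative phosphorylation -4.74 to -1.104, mitochondrial ribosomal proteins -3.12 to -0.96, tricarboxylic acid cycle -3.93 to -1.08, glycolysis -3.58 to -1.17, fatty acid synthesis -1.59 to -0.30, β-oxidation -2.12 to -1.47, cytosolic ribosomal proteins -4.17 to 0.49 and histones -2.86 to 0.36. Total counts were lowest in L4 replicate 2, and the TMM factor was lowest in L4 replicate 1. In the simulated data, with 200 genes changed, 23.1% of 10-fold changes were called. A gene that was not called is not thereby shown to be unchanged.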

Differences from the paper's values

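The paper gives 2660 genes downregulated over 5-fold at Day 6, and 1365 were found here. The fold threshold and the adjusted p under 0.05 are the paper's, but the test is not. The paper names DESeq2 for its differentially expressed genes, and the count here is from edgeR. Of the alternatives set before the data were examined, DESeq2 (2440), DESeq2 with shrunken fold changes (2360), and leaving out L4 replicate 1 (2064) or L4 replicate 2 (1912) come within 1.5 times of the paper's count. RLE (1685), upper quartile (1723), library size only (159), voom (1282), no filter (1731), at least 1 CPM in 2 libraries (1347), glmTreat (361), leaving out Day 6 replicate 1, 2 or 3 (298, 502 and 308) and the replicate blocks (645 and 359) do not. Of 2 alternatives chosen after the data were seen, removing the exon length trend gives 1758, more than 1.5 times from the paper's count, and removing it with L4 replicate 1 left out gives 2076, within 1.5 times. Of the 6 genes the paper names as downregulated, the second calls dod-22 and C55A6.7 over 5-fold and drops 4: lys-1, spp-1, dct-17 and irg-4. All 1365 falls over 5-fold found here are also among those of DESeq2.

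The paper lists lys-1 and C55A6.7 among genes downregulated at Day 6. Here their log2 fold changes were -2.25 (adjusted p = 0.13, edgeR) and -2.62 (adjusted p = 0.12), so neither was called, while dct-17, dod-22, irg-4 and spp-1, which the paper lists with them, were. The change of dct-17 (-2.05) was under the 5-fold threshold, and over it with RLE (-2.33), upper quartile (-2.36) and the exon length trend removed (-3.13), the last chosen after the values were seen. DESeq2 calls both lys-1 and C55A6.7, without and with shrunken fold changes, leaving out L4 replicate 1 calls C55A6.7 (-3.44, and -3.31 with the exon length trend removed too, an alternative chosen after the values were seen), and leaving out L4 replicate 2 calls lys-1 (-3.09).

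The paper reports categories of ubiquitin-dependent protein breakdown among the upregulated genes. Here 14 of 74 genes of ubiquitin ligation rose and 3 fell. These are textbook genes and not the paper's ontology categories. Of the 74, 12 rose over 5-fold, a share not told apart from that of the other genes (Fisher's test, adjusted p = 0.52). The median of the list, 0.60 above that of all genes, was 0.0505 above it without L4 replicate 2 and 0.74 above it without L4 replicate 1. The paper also names telomere maintenance and DNA repair. Of 15 measured telomere genes 2 rose over 5-fold (Fisher's test, adjusted p = 0.80), and of 64 DNA repair genes 28 did (adjusted p = 3.63e-09). Fisher's test takes genes as independent and does not measure variation among libraries, and the correlation estimated in the DNA repair list was 0.282. Of 31 proteasome subunit genes 28 had a negative fold change and none was called by edgeR. Their median relative to all genes was -1.505 with all libraries and 0.0698 without L4 replicate 1, so its sign depended on that library.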

Other observations

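The removal of the exon length trend, the test of gene length between the L4 libraries and the tests on smk-1 below were chosen after the results were seen. Genes of reproduction differed between Day 6 adults and L4 larvae. Of 30 measured oocyte and eggshell genes 27 rose and 1, skpo-2, fell (29 and 1 when adjusted over the list alone; median 4.84 relative to all genes, camera, adjusted p = 2.75e-14). The chitin-binding gene cbd-1 and the chondroitin proteoglycan gene cpg-2, both of the eggshell, had log2 fold changes of 5.57 (adjusted p = 0.0132, edgeR) and 5.40 (adjusted p = 0.0162). Of 40 measured germline and meiosis genes 25 rose and none fell (30 when adjusted over the list alone; median 2.66, camera, adjusted p = 1.47e-09), among them gld-1 at 3.64 and prg-1 at 2.99. Of 43 measured DNA replication genes 22 rose and none fell (28 when adjusted over the list alone; median 2.02, camera, adjusted p = 1.73e-09), with mcm-7 at 2.67 and rnr-2 at 2.39. Of 9 measured genes on a list of embryo markers 7 rose (the same number when adjusted over the list alone, median 6.58, camera, adjusted p = 3.37e-04). One of the 7, pal-1, already had 84 counts at L4. The list held 22 features, and those outside the 9 were too low in counts to be tested. For 5 of the 9 no count was found at L4, and with these at their bound the median log2 fold change of the list was 3.75, against 6.66 as fitted. These 5 passed the filter on low counts through Day 6 alone, which fixed their direction before the test. The list did not pass without L4 replicate 2 (adjusted p = 0.0853). The gene nhr-2 was one of the 5 with no count at L4, and was at least 43.5-fold higher at Day 6. Of 6 vitellogenin genes 1 rose (6 when adjusted over the list alone; median 4.51, camera, adjusted p = 0.00107). None of these lists passed with the correlation between genes estimated (adjusted p from 0.18 to 0.46). Without L4 replicate 1, which leaves 1 L4 library, their medians were 5.03, 2.55, 2.44, 6.64 and 3.87, in the order given. With the exon length trend removed gld-1 (2.50, adjusted p = 0.0543), prg-1 (1.63, adjusted p = 0.17), mcm-7 (1.27, adjusted p = 0.30) and rnr-2 (1.85, adjusted p = 0.13) did not pass, and without L4 replicate 2 the median of DNA replication was 1.03.

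Genes of sperm and of the larval cuticle were lower at Day 6. Of 31 measured major sperm protein genes 30 fell (31 when adjusted over the list alone; median -4.31 relative to all genes, camera, adjusted p = 1.27e-18), and msp-81 had a log2 fold change of -4.54 (adjusted p = 0.00524, edgeR). Of 50 genes on a list of other genes with a part in sperm, which need not be particular to sperm, 27 fell and 2, ssp-37 and wee-1.3, rose. When adjusted over the list alone, 33 fell and 4 rose (median -3.003, camera, adjusted p = 1.02e-07). Of 133 collagen genes 103 fell and 8 rose (105 and 8 when adjusted over the list alone; median -7.22, camera, adjusted p = 1.60e-24), with col-166 at -7.14 (-3.66 without L4 replicate 1) and col-95 at 6.89. Of 29 molting genes 20 fell and none rose (21 when adjusted over the list alone; median -4.73, camera, adjusted p = 4.72e-10), among them noah-2, a gene of the apical extracellular matrix, at -4.65. Major sperm protein and collagen genes are alike enough to share reads. With the correlation estimated none of these lists passed (adjusted p from 0.18 to 0.46). Without L4 replicate 1 the medians were -3.86, -3.27, -6.83 and -3.98, in the order given.

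Markers of tissues did not move alike. Of 22 body wall muscle markers 12 fell (13 when adjusted over the list alone; median -2.45 relative to all genes, camera, adjusted p = 1.29e-05), among them the tropomyosin gene lev-11 at -3.77 (-2.12 without L4 replicate 1). Of 24 intestine markers 9 fell and 1, mtl-1, rose (11 and 1 when adjusted over the list alone; median -1.95, camera, adjusted p = 1.97e-05), with the intestinal actin gene act-5 at -4.72 (-2.68 without L4 replicate 1), and the median was -3.34 without L4 replicate 2, while 16 of the 24 fell without L4 replicate 1. Of 31 neuron markers 6 fell (4 when adjusted over the list alone; camera, adjusted p = 0.15), of 14 pharynx markers 3 fell and 1 rose (4 and 1; adjusted p = 0.65), and of 14 hypodermis and seam markers 4 fell and 1 rose (4 and 1; adjusted p = 0.26). The pharynx markers went to -2.17 without L4 replicate 1 (adjusted p = 0.00130; 0.52 with an estimated correlation) and to 2.25 without L4 replicate 2. With the correlation estimated the adjusted p of these lists was 0.18 to 0.87. Of 33 histone genes, which are alike enough to share reads, 9 fell (9 when adjusted over the list alone; median -1.08, camera, adjusted p = 0.0351; 0.74 with an estimated correlation), and the median was 0.36 without L4 replicate 1 (adjusted p = 0.94), -2.86 without L4 replicate 2 and 0.18 with the exon length trend removed (adjusted p = 0.72). Of 76 genes of cytosolic ribosomal proteins 2, rpl-37 and rpl-41.1 (-0.77, adjusted p = 0.20, without L4 replicate 1), fell (none when adjusted over the list alone, by edgeR), while all 76 had a negative fold change (median -2.33, camera, adjusted p = 1.06e-06; 0.67 with an estimated correlation) and the median was 0.49 without L4 replicate 1, where the list passed in the other direction (adjusted p = 0.0280; 0.87 with an estimated correlation), as it did with the exon length trend removed too (0.76, adjusted p = 4.36e-04).

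Genes of insulin signaling, of the p38 pathway and of detoxification were mostly not called. Of 12 insulin signaling genes 2 rose, aap-1 at 3.03 (adjusted p = 0.0134, edgeR) and daf-18 at 5.55 (adjusted p = 0.00493), and of 11 nuclear cofactors of DAF-16 and genes of protein phosphatase 4, hcf-1 at 3.29 (adjusted p = 0.00884) and hsf-1 at 2.38 (adjusted p = 0.0268) rose, the same genes when adjusted over each list alone (camera, adjusted p = 0.37 and 0.23; 0.70 and 0.46 with an estimated correlation). Of 8 p38 pathway genes 1, tir-1, rose (1.06 and adjusted p = 0.0957 with the exon length trend removed; none when adjusted over the list alone, by edgeR; camera, adjusted p = 0.42; 0.76 with an estimated correlation). Of 50 UDP-glucuronosyltransferase genes 5 rose and 5 fell (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.58; 0.87 with an estimated correlation), with ugt-31 at 4.66 and ugt-50 at -2.96 (-1.45 without L4 replicate 2). The UDP-glucuronosyltransferases passed without L4 replicate 1, where 10 of 52 rose and 22 fell (median -0.92 relative to all genes, adjusted p = 0.0280; 0.66 with an estimated correlation), and their median was 0.36 without L4 replicate 2. Of 48 cytochrome P450 genes 7 rose (5 when adjusted over the list alone; camera, adjusted p = 0.15; 0.74 with an estimated correlation), with cyp-14A5 at 3.99. Of 57 cytochrome P450s tested without L4 replicate 1, 12 rose and 11 fell (median -0.16), and without L4 replicate 2 the median was 1.83 and the list passed (adjusted p = 0.0252). The transcript of daf-16 was at 27.6 ± 1.54 CPM (SD, n = 2) at L4 and 33.5 ± 5.08 (SD, n = 3) at Day 6 (log2 fold change 0.28, adjusted p = 0.66, edgeR). Those of pmk-1 (0.43, adjusted p = 0.63), skn-1 (0.76, adjusted p = 0.24), pph-4.1 (-1.09, adjusted p = 0.20) and tba-1 (-0.98, adjusted p = 0.43) were not called either. The sign of each of these 5 depended on the alternative: daf-16 was at -1.24 and skn-1 at -0.51 with the exon length trend removed, and pmk-1 at -0.09, pph-4.1 at 0.17 and tba-1 at 0.87 without L4 replicate 1.

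The L4 replicates stood apart from each other. Across genes, r of the log2 difference between the L4 libraries with log2 exon length was -0.327, against 0.0121 to 0.0729 for pairs of Day 6 libraries. A gene length bias in L4 replicate 1 may therefore be part of the pattern, and removing the trend took away 10.8% of the variance of the difference. The length trend did not rest on the cytosolic ribosomal protein genes, since r was -0.317 with them left out. A few genes taking most of the counts would shift all other genes by a common factor. That leaves r unchanged, so r cannot decide on this explanation for the rest of the difference. Larvae collected at different times are a biological explanation that stays open. The molting genes differed between the L4 libraries by a median of 0.717 (95% bootstrap interval -0.228 to 1.69, 2000 resamples of 29 genes), too wide to decide. The length trend has no known source here.

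Genes of oxidative phosphorylation were lower and genes of DNA repair higher at Day 6. With the exon length trend removed, the median of oxidative phosphorylation was -2.25 and that of DNA repair 2.26 relative to all genes, which argues against gene length as the whole of either change. Without L4 replicate 1 DNA repair stayed at 1.991, which argues against that library alone as its source. Oxidative phosphorylation was at -1.104 without it, against -3.01 with all libraries, and how much of the fall rests on that library cannot be told apart. Age and FUdR differ together between the groups, so both stay open, untested, as does the larger share of germline that an adult animal may carry. Germline and oocyte genes rose by medians of 2.66 and 4.84, and markers of body wall muscle and intestine had medians of -2.45 and -1.95, so a smaller share of these tissues stays open for oxidative phosphorylation.

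The transcript of smk-1 was at 219 CPM in Day 6 replicate 1 and at 47.2 and 46.7 CPM in replicates 2 and 3, against 32.5 ± 0.764 (SD, n = 2) at L4. Its log2 fold change was 1.68 (adjusted p = 0.16, edgeR), and 0.52 without Day 6 replicate 1. A snoRNA lies in an exon of smk-1. A general excess of snoRNA reads in that library is argued against by 24 other genes with a snoRNA in an exon. Their median log2 excess was -0.0973, against 2.06 for smk-1. Both values are after TMM normalization of the Day 6 libraries alone over genes with more than 300 counts. An excess of reads of the snoRNA in smk-1 alone stays open, untested. A difference in depth or composition that raises many genes alike is argued against too. Only 0.0260% of genes with over 300 counts, 2 of 7686, were as far above both other libraries, and these were smk-1 itself and Y73B3A.18. RNA or plasmid of the smk-1 RNAi clone, which the paper used in other experiments, could raise this count by the ratio seen (4.33 in that normalization), and cannot be told apart from a rise of the transcript, because the files hold 1 value per gene. The gene smk-1 also overlaps fip-4 on the opposite strand, and since the strand setting of the counting is not known, reads of that gene stay open as a source, untested. No biological explanation was tested.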
